# Regulation of *CLB6* expression by the cytoplasmic deadenylase Ccr4 through its coding and 3’ UTR regions

**DOI:** 10.1371/journal.pone.0268283

**Published:** 2022-05-06

**Authors:** Jastin Edrian Cocuangco Revilleza, Megumi Sato, Kaoru Irie, Yasuyuki Suda, Tomoaki Mizuno, Kenji Irie

## Abstract

RNA stability control contributes to the proper expression of gene products. Messenger RNAs (mRNAs) in eukaryotic cells possess a 5’ cap structure and the 3’ poly(A) tail which are important for mRNA stability and efficient translation. The Ccr4-Not complex is a major cytoplasmic deadenylase and functions in mRNA degradation. The *CLB1-6* genes in *Saccharomyces cerevisiae* encode B-type cyclins which are involved in the cell cycle progression together with the cyclin-dependent kinase Cdc28. The *CLB* genes consist of *CLB1/2*, *CLB3/4*, and *CLB5/6* whose gene products accumulate at the G2-M, S-G2, and late G1 phase, respectively. These Clb protein levels are thought to be mainly regulated by the transcriptional control and the protein stability control. Here we investigated regulation of *CLB1-6* expression by Ccr4. Our results show that all *CLB1-6* mRNA levels were significantly increased in the *ccr4Δ* mutant compared to those in wild-type cells. Clb1, Clb4, and Clb6 protein levels were slightly increased in the *ccr4Δ* mutant, but the Clb2, Clb3, and Clb5 protein levels were similar to those in wild-type cells. Since both *CLB6* mRNA and Clb6 protein levels were most significantly increased in the *ccr4Δ* mutant, we further analyzed the *cis*-elements for the Ccr4-mediated regulation within *CLB6* mRNA. We found that there were destabilizing sequences in both coding sequence and 3’ untranslated region (3’ UTR). The destabilizing sequences in the coding region were found to be both within and outside the sequences corresponding the cyclin domain. The *CLB6* 3’ UTR was sufficient for mRNA destabilization and decrease of the reporter GFP gene and this destabilization involved Ccr4. Our results suggest that *CLB6* expression is regulated by Ccr4 through the coding sequence and 3’ UTR of *CLB6* mRNA.

## Introduction

The cells contain the same DNA, but each cell contains a different subset of expressed genes. There are different points at which cells determine which genes are copied into RNA and translated to proteins [1]. Once the mRNA has been made, it gradually moves to the ribosome where it is translated and the regulation via RNA-binding proteins and small regulatory RNA molecules is a common mechanism for developmental control [1]. Eukaryotic pre-mRNAs are initially modified at the 5*’* and 3*’* ends. At the 5’ end, several enzymes synthesize the 5’ cap, a 7-methylguanylate that protects an mRNA from enzymatic degradation and assist in cytoplasm transport. At the 3*’* end, it is cleaved by an endonuclease to yield a free 3’-hydroxyl group wherein a sequence of adenylic acid residues is added by a poly(A) polymerase [1]. Gene expression can be regulated at many steps in the pathway from DNA to protein, one of which is selectively destabilizing certain mRNA molecules in the cytoplasm or called mRNA degradation control [1]. mRNA degradation is modulated by small RNA molecules or RNA-binding proteins [1,2].

RNases are responsible for mediating the processing, decay, and quality control of RNA [3]. The stability of mRNA largely depends on the mRNA sequence, which affects the accessibility of various RNA-binding proteins or small RNAs to the mRNAs [4]. Most mRNAs including the AU-rich element (ARE)-containing mRNAs involves 3’ untranslated region (UTR) destabilizing elements [5]. Most mRNAs undergo a deadenylation-dependent decay where the poly(A) tail is removed by a deadenylase activity of the Ccr4-Not complex [6]. The deadenylated mRNAs are further degraded by decapping enzymes and 5’-3’ exonuclease, or 3’-5’ exonucleases.

The Ccr4-Not complex is the main deadenylase in all eukaryotes including the budding yeast, *Saccharomyces cerevisiae* [5–8]. This is a multi-subunit protein complex which has a big contribution to regulate RNA metabolism from synthesis to decay [8]. Several studies have shown its role in mRNA decay in *S*. *cerevisiae*. First, Pumilio-homology domain Family (Puf) protein, which binds to the 3’ UTR of target mRNA, recruits the Ccr4-Not complex to the target mRNA and stimulates deadenylation [9]. Next, the Ccr4-Not complex contributes to septin organization via the deadenylation of the mRNAs encoding the septin regulators [10]. Our lab also reported the role of Ccr4 in the regulation of *LRG1* mRNA in which Ccr4 regulates not only the mRNA level through poly(A) shortening, but also its translation [11]. Recently, we also reported that the polyA-binding protein (Pab1)-binding protein, Pbp1, mediates the growth defect caused by the deletion of *ccr4Δ* and *pop2Δ* [12]. Indeed, the Ccr4-Not complex is a global regulator of gene expression from yeast to human [8,13].

The cell cycle progression is regulated by cyclin-dependent protein kinases (Cdk) [1]. Cdk1 is present at a constant level during the cell cycle. Cyclin protein levels vary in concentrations and act as a signal for the transition between phases [1]. In *S*. *cerevisiae*, 6 Cyclin B genes (*CLB*) are classified into 3 types with different stages of accumulation: *CLB1/CLB2 CLB3/CLB4*, and *CLB5/CLB6* accumulate during the G2 and M, S and G2 and late G1 phase, respectively [1,14,15]. Cyclin degradation is essential for the cell cycle progression [1]. It was previously reported that Cyclin B is degraded by the ubiquitin pathway which is the most selective degradation pattern in eukaryotic cells [1,16] and the proteolysis of cyclin potentially plays a role in proper cell cycle progression [17–19]. However, this claim is still unclear or unknown whether mRNA stability regulation is involved in Clb protein level. It was previously reported that *CLB* mRNA accumulation is dependent on the heterogeneous nuclear ribonucleoprotein arginine methyltransferase (Hmt1) [20]. Another study also showed that mRNA stability of *CLB2* is controlled in its promoter-dependent manner [21]. Lastly, it was also demonstrated that the endoribonuclease MRP cleaves the *CLB2* mRNA in its 5’ UTR for rapid 5’ to 3’ degradation by the Xrn1 nuclease [22].

In this study, we investigated the role of Ccr4 on the expression of *CLB1-6* mRNAs. By creating multiple gene cassettes of *CLB1-6* genes, we were able to determine which region is responsible for its recognition by Ccr4 for degradation. Our results show that *CLB6* expression is regulated by Ccr4 through the coding sequence and 3’ UTR of *CLB6* mRNA.

## Materials and methods

### Strains and media

*Escherichia coli* DH5α strain was used for DNA manipulations. The yeast strains used in this study are isogenic derivatives of the W303 strain and listed in S1 Table. Gene deletions were conducted to replace the target gene with resistance cassettes by homologous recombination using standard PCR-based method [23]. Colony PCR was conducted with forming clones to confirm complete deletion at the expected locus. The media used in this study included YPD (1% yeast extract, 2% peptone, and 2% glucose) and SC (synthetic minimal medium). SC media lacking amino acids or other nutrients (e.g. SC-ura corresponding to SC lacking uracil) were used to select the transformants. General procedures were performed as described previously [24].

### Plasmids

Plasmids used in this study are listed in S2 Table. pCgLEU2, pCgHIS3, and pCgTRP1 are pUC19 carrying the *Candida glabrata LEU2*, *HIS3*, and *TRP1* genes, respectively [25].

Plasmids YCplac33-CLBx-HA-CLBx 3’ UTR, YCplac33-CLBx-HA-ADH1 3’ UTR, and YCplac33-MCM2 promoter-GFP-CLBx 3’ UTR were created using standard PCR-based method previously described [26]. Primers used for plasmid construction are listed in S3, S4, and S5 Tables. The process of creating the 3xHA tag gene construct was done in two sequential steps. First, the *CLBx-HA-ADH1 3’ UTR* was constructed by using a pFA6-3xHA-kanMX6 plasmid (Addgene plasmid # 39292). Next, the *CLBx-HA-CLB 3’ UTR* is constructed by using the gene template from the first step where primers are prepared by pairing the 5’ UTR primers with the *HA-CLBx 3’ UTR* region after the stop codon.

Deletions of *CLB6* coding sequence and 3’ UTR were prepared by using the gene constructs of C*LB6-HA-CLB6 3’ UTR* and *MCM2 promoter-GFP-CLB6 3’ UTR* for the coding region and 3’ UTR, respectively. Primers used for plasmid construction are listed in S6 and S7 Tables. Starting from the second base pair, 50 amino acids were deleted per sequence for the coding region, overlapping the middle 25^th^ for the consecutive number (e.g. deletion 1 is from amino acid 2 to 50 while deletion 2 is from amino acid 25 to 75) with a total of 15 deletions. For the 3’ UTR, 30 bases were deleted per sequence, overlapping the middle 5^th^ for the consecutive number (e.g. deletion 1 is from 2 to 12 while deletion 2 is from 7 to 17) with a total of 6 deletions.

### Cell sampling, sample preparation, and RNA extraction

Yeast cells without plasmids were grown overnight at 28°C using YPD medium. It is then inoculated into 30 ml fresh YPD medium to 0.5 OD. Cell samples of OD_10_ were collected after 4 hours. Yeast cells harboring plasmids were grown overnight at 28°C using SC-ura medium. It is then inoculated into 30 ml fresh SC-ura medium to 0.5 OD. Cell samples of OD_10_ were collected after 4 hours. The cells are washed, spun down and is ready for sample preparation.

The RNA isolation procedure are as follows. After washing, the cells were immersed using ISOGEN reagent (Nippon Gene, Toyama, Japan). It was then mashed using a Micromash MS-100R (Tomy, Japan) for 2x. Chloroform is added, mixed and centrifuged. The aqueous top layer was collected (with the RNA sample) and was precipitated with Isopropanol. The RNA samples were placed at 4°C overnight. On the next day, the cDNAs were prepared using a Primescript RT reagent Kit with gDNA Eraser (Takara, Japan). The cDNAs are finally ready for qRT-PCR analysis.

### qRT-PCR analysis and microarray data

For qRT-PCR, the QuantStudio 5 real-time RT-PCR systems (Applied Biosystems, MA, USA) with SYBR Premix Ex Taq (Takara, Shiga, Japan) was used. The mRNA fold changes in mRNA level were computed using the 2^-ΔΔCt^ method and normalized against the *ACT1* reference gene. Primers are listed on S8 Table. The microarray analysis was performed by the KURABO Bio-Medical Department (Osaka, Japan) using the Agillent-016322 Yeast (V2) Gene Expression 8X15K Microarray. Microarray data sets are available at the Gene Expression Omnibus at http://www.ncbi.nlm.nih.gov/geo (GEO accession number GSE198743).

### Western blot analysis

Yeast cells were cultivated first overnight (16-hours), then a solution having OD_600_ = 0.5 was prepared. For every sampling time, 10 OD of cells was collected from the cultured liquid media to be used for protein extraction. The cells (OD_600_ = 10) of the collected cells were treated with sodium hydroxide for protein extraction [27]. Protein samples were loaded onto an 8% SDS-PAGE gel for protein electrophoresis and then transferred to a PDVF membrane (Merck Millipore, Molsheim, France) for Western blot analysis. The Biomolecular imager LAS-4000 (Fuji Film, Tokyo, Japan) and ODYSSEY CLx (LI-COR, Japan) were used to capture the samples Protein levels were quantified by immunoblotting with anti-HA, anti-GFP and anti-Pgk1 antibodies. The loading control used for the entire study was Pgk1. The protein fold changes in protein level were measured by normalizing with the wild-type.

### Cell cycle synchronization by α-factor block and release

For synchronizing cell cycle, we performed the pheromone-induced cell cycle synchronization procedure previously reported [28]. *MAT***a** *bar1*Δ strains were used to prevent degradation of α-factor. After the overnight culture in YPD medium at 28°C, yeast strains were transferred into fresh YPD medium, and cultured until mid-exponential phase. Then, α-factor was added into the medium and strains were incubated for 2 hours. After the 2-hour exposure to α-factor, 0-minute sample was collected and cells remaining were washed with fresh YPD medium by centrifuge and released by transferring into fresh YPD medium and incubated at 28°C. After start releasing, samples were collected by centrifuge every 10 minutes to 120 minutes.

### Determination of half-lives of *CLB* mRNAs

The half-lives (t_1/2_) of *CLB* mRNAs were investigated by thiolutin-induced inhibition of transcription. We followed the procedure previously reported [29,30]. The *bar1*Δ and the *bar1*Δ *ccr4*Δ mutant cells were pre-cultured in YPD medium at 28°C overnight, and transferred into fresh YPD medium, and cultured until mid-exponential phase. Then, thiolutin (2 mg/ml dissolved in DMSO) was added, and samples were collected by centrifuge at 0, 1, 2, 5, 10, 20, 40, 80 minutes after exposure to thiolutin. The mRNA levels at each time point were determined by qRT-PCR. The half-lives (t_1/2_) were calculated using Microsoft Excel.

## Results

### The *ccr4Δ* mutation showed a synthetic growth defect with the *mih1Δ* mutation

It has been suggested that Ccr4 is involved in the cell cycle progression [10,31]. To investigate a possible involvement of Ccr4 in the cell cycle progression, we first examined genetic interactions between *CCR4* and the genes involved in G2-M transition, *MIH1* (mitotic inducer homolog 1), and *SWE1* (Saccharomyces wee1) [32,33]. Since the growth defect of the *ccr4Δ* single mutant strain is difficult to detect, we used the *ccr4Δ khd1Δ* double mutant strain [34,35] (Fig 1). Tetrad analysis revealed that the *mih1*Δ mutant had no obvious phenotype at room temperature, while the *ccr4*Δ mutant grew slowly. We found that the *ccr4*Δ *mih1*Δ double mutant showed slower growth than the *ccr4*Δ single mutant (Fig 1A). The *ccr4Δ khd1Δ* double mutant strain also showed slower growth than the *ccr4*Δ single mutant, and the *ccr4Δ khd1Δ mih1Δ* triple mutant strain was never germinated (Fig 1A). On the other hand, the *ccr4Δ khd1Δ swe1Δ* triple mutant showed better growth than the *ccr4Δ khd1Δ* double mutant strain (Fig 1B). The *ccr4*Δ *swe1*Δ double mutant showed a similar growth with the *ccr4*Δ single mutant (Fig 1B). These results suggest that Ccr4 may have a role in G2-M progression together with Mih1.

**Fig 1:**
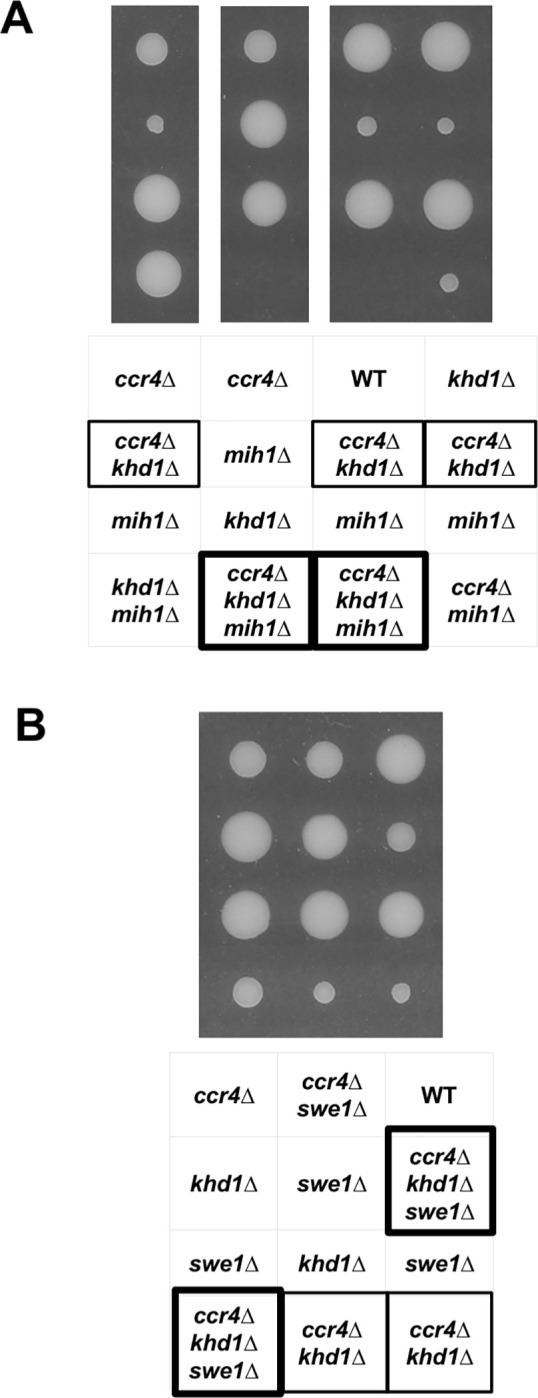
The *ccr4Δ* mutation showed a synthetic growth defect with the *mih1Δ* mutation. The strains that were heterozygous for favorite alleles were sporulated, and tetrads were dissected onto YPD plate. The growth of segregants after 4 days at 30°C is shown. Genotypes are indicated on both sides. More than 50 tetrads were dissected, and representative data are shown. (A) Tetrad analysis of strain 10BD-c4k1m1 that was heterozygous for *ccr4*Δ, *khd1Δ*, and *mih1*Δ alleles. The *ccr4Δ khd1Δ* double mutant strain showed slower growth than the *ccr4*Δ single mutant, and the *ccr4Δ khd1Δ mih1Δ* triple mutant strain was never germinated. (B) Tetrad analysis of strain 10BD-c4k1s1 that was heterozygous for *ccr4*Δ, *khd1Δ*, and *swe1*Δ alleles. The *ccr4Δ khd1Δ swe1Δ* triple mutant showed better growth than the *ccr4Δ khd1Δ* double mutant strain.

### The *CLB1-6* mRNA levels were significantly increased in the *ccr4Δ* mutant

To investigate a possible role of Ccr4 in G2-M progression, we examined endogenous mRNA levels of *CLB1-6* in wild-type and the *ccr4Δ* mutant cells. All *CLB1-6* mRNA levels were increased in the *ccr4*Δ mutant compared to those in wild-type cells, but its ratio differed in the genes (Fig 2, Table 1). The *CLB2* and *CLB6* mRNA levels were increased about 7.5-fold; the *CLB1*, *CLB3*, and *CLB4* mRNA levels were increased about 5-fold; the *CLB5* mRNA level was increased 3-fold (Fig 2, Table 1). In contrast, the *PGK1* mRNA level was similar in wild-type and the *ccr4*Δ mutant cells. Our previous microarray analyses [12] also support our current results (Table 1): *CLB1*, *CLB2*, *CLB4*, and *CLB6* mRNA levels are increased in the *ccr4Δ* mutant compared to wild-type, while *CLB3* and *CLB5* mRNA levels are not (Table 2). 

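The microarray data came from wild-type, *ccr4Δ* and *ccr4Δ pbp1Δ* cells grown in YPD at 28°C and collected in log phase and in stationary phase. Each strain and growth phase had 1 array, so the 6 arrays hold no replicates and no difference between a pair of arrays could be tested. Each array was hybridised with RNA labelled in 1 colour, Cy3, from 100 ng of total RNA. The array held 12512 spots that were not controls, for 6256 probes with 2 spots each, and 536 control spots. The authors deposited the scanner output of Feature Extraction and a table of processed intensities of the same arrays. The sorted values of the processed table are identical in all 6 arrays, as quantile normalization gives. The text names neither the normalization nor the growth phase of Table 2. Log phase is used here because Table 1 and Fig 2, beside which Table 2 is set, come from growing cells. The values below were computed from the scanner's processed signal as log2 minus the 75th percentile of each array, and the spots of a probe were averaged. The 75th percentiles lay between 10689 and 16412 signal units. Between 92.7% and 98.4% of the probes were well above background on each array, and no spot that was not a control was saturated. The SD between the spots of a probe within an array was 0.08 to 0.09 on the log2 scale, which covers technical error only. The number of arrays limits the precision. The wild-type log phase array was on slide 1 and the other arrays were on slide 2, so that in log phase slide and strain cannot be told apart. The *CCR4* probe (YAL021C) was not well above background on the *ccr4Δ* arrays. Its level was at least 108-fold higher in wild-type in log phase and at least 134-fold higher in stationary phase. These are bounds, taken against the higher of the probe's own signal and the lowest signal well above background on the dim array. The wild-type and *ccr4Δ* arrays also differed in genes of the mating types. *STE2*, an a-specific gene, had a log2 ratio of 6.95 in *ccr4Δ* over wild-type in log phase, and *MF(ALPHA)1*, an α-specific gene, had -9.56.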

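In log phase, the *CLB6* signal (YGR109C) was 2263 in wild-type and 9262 in *ccr4Δ*, a fold of 4.11 after scaling, and the fold of each of its spots lay between 4.10 and 4.12. *CLB1* (YGR108W) rose from a signal of 6198 to 17128, a fold of 2.78 with spot folds of 2.69 and 2.86. *CLB4* (YLR210W) had a fold of 2.01, with spot folds of 1.98 and 2.03. *CLB2* (YPR119W) had a fold of 1.95, with spot folds of 1.90 and 2.01. *CLB5* (YPR120C) had a fold of 1.20 and *CLB3* (YDL155W) a fold of 1.11, both under the 1.5-fold limit for a changed gene, which was set from Table 2, between the genes the paper calls increased and those it does not. All of these probes were well above background on both arrays. Among the 5765 genes well above background on both arrays, *CLB6* ranked 75 from the highest ratio, *CLB1* 154, *CLB4* 316 and *CLB2* 342, while *CLB5* ranked 1578 and *CLB3* 1977. Of 6 other scalings, background corrections and probe rules, normexp background correction moved a *CLB* gene most, to a log2 ratio of 0.85 for *CLB2* against 0.97. Each *CLB* gene has 1 probe, so the rule of taking a gene's brightest probe could not move these ratios. The differences of *CLB1*, *CLB2*, *CLB4* and *CLB6* exceed the spread between spots, but they have no replicate check.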

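*CLN1* (YMR199W), *CLN2* (YPL256C) and *CLN3* (YAL040C) encode the G1 cyclins, and their probes were well above background on the wild-type and *ccr4Δ* arrays. In log phase, the fold of *ccr4Δ* over wild-type was 0.895 for *CLN1*, 0.925 for *CLN2* and 0.831 for *CLN3*. The folds of the single spots lay between 0.876 and 0.915 for *CLN1*, between 0.901 and 0.949 for *CLN2* and between 0.817 and 0.846 for *CLN3*. None of the 3 genes reached the 1.5-fold limit in either direction. Over the same 6 scalings, background corrections and probe rules, the highest fold was 0.942 for *CLN1*, 0.946 for *CLN2* and 0.831 for *CLN3*. The brightest-probe rule could not move these genes either, as each has 1 probe. With *ACT1* as the reference, an alternative chosen after the values were seen, the log2 ratios turned positive, at 0.18, 0.23 and 0.074.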

The mRNA levels of G1 cyclin genes, *CLN1-3*, are not increased in the *ccr4Δ* mutant (Table 2). Thus, Ccr4 contributes to the levels of *CLB* mRNAs, but not those of *CLN* mRNAs.

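The median log2 ratio of the 6 *CLB* genes in log phase was 0.99, above 99.96% of 10000 random lists of the same size matched on mean expression. That of the 3 *CLN* genes was -0.16, at a percentile of 33.0. These percentiles describe a pair of arrays and are not a test. In the same comparison, 786 genes were at least 1.5-fold higher in *ccr4Δ* and 916 at least 1.5-fold lower. The control genes depended on the scaling: the fold of *ACT1* was 0.789 and that of *PGK1* 0.776, against 1.11 and 0.991 in the authors' processed values. One test could be made, with limma on all 6 arrays, with strain and growth phase as additive terms and 2 residual degrees of freedom, so that the growth phases stand in for replicates. The log2 difference of *ccr4Δ* from wild-type was 2.58 for *CLB6* (standard error 0.34, adjusted p = 0.0786), 1.98 for *CLB1* (0.34, adjusted p = 0.1305), 1.57 for *CLB2* (0.37, adjusted p = 0.1841) and 1.01 for *CLB4* (0.27, adjusted p = 0.1878), with Benjamini-Hochberg adjustment over 5728 genes. None passed the 0.05 threshold over all genes. Leaving out an array leaves its strain with 1 array, so only the size of the difference is given for such fits. With each array left out in turn, the log2 difference lay between 2.16 and 3.00 for *CLB6* and between 1.55 and 2.42 for *CLB1*. It lay between 1.03 and 2.11 for *CLB2* and between 0.96 and 1.06 for *CLB4*. Leaving out either *ccr4Δ pbp1Δ* array gave the same fit, with 2.58 for *CLB6*. Adjusted over the list alone, the limma p of these *CLB* genes was 0.00147, 0.0029, 0.00977 and 0.0128, and all were higher in *ccr4Δ* in both growth phases. The differences of *CLB3* and *CLB5* were 0.086 and -0.14, and those of *CLN1*, *CLN2* and *CLN3* were -0.13, -0.0043 and -0.15. The wild-type arrays differ from the *ccr4Δ* arrays in the genes of the mating types as well as in *CCR4*, and no fit on these arrays separates the pair. From the rise of *CLB* genes and the lack of a rise of *CLN* genes, the paper concludes that Ccr4 has a part in the levels of the first and not of the second.

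**Figure D1:**
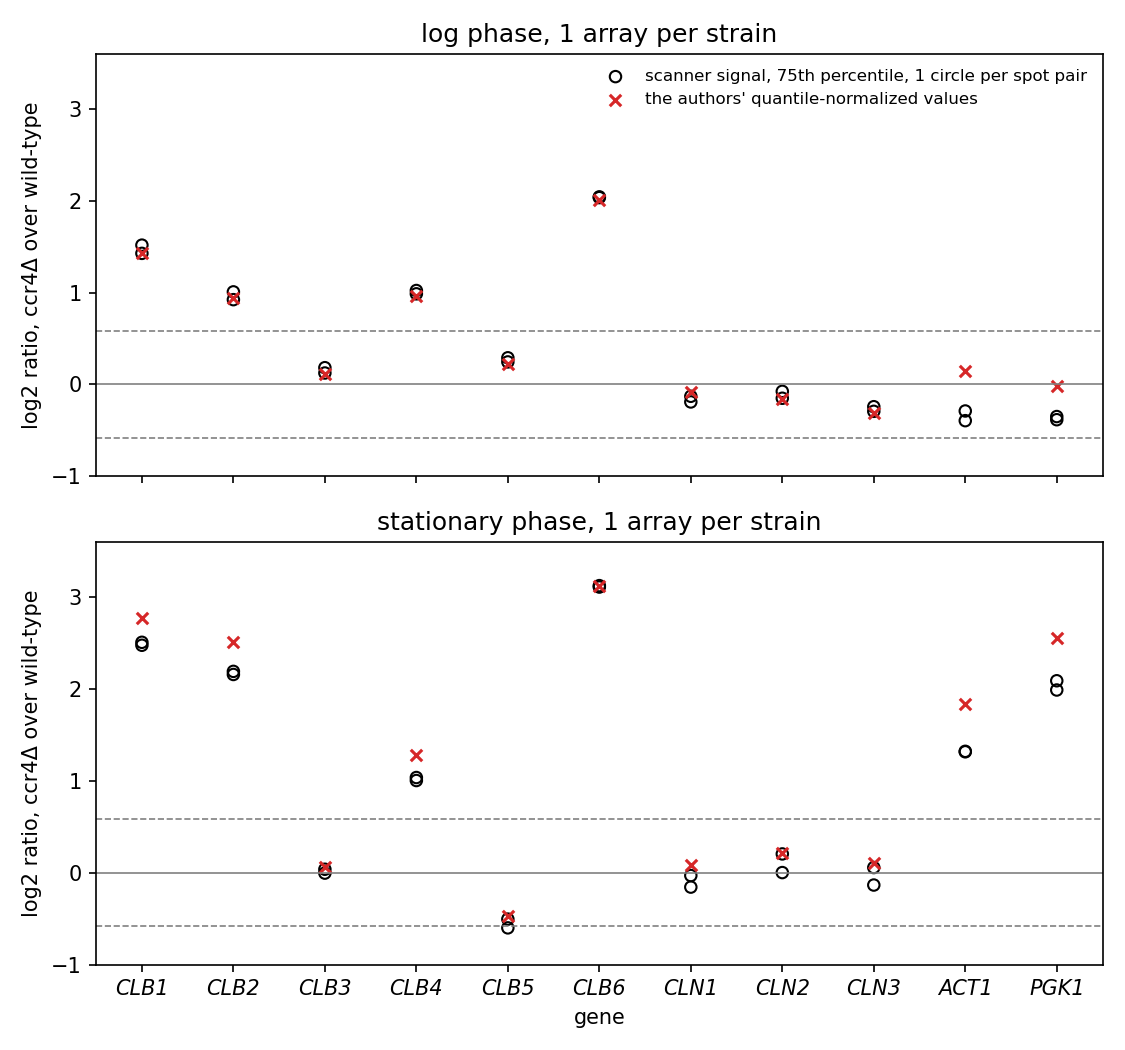
Log2 ratio of *ccr4Δ* over wild-type for the *CLB*, *CLN* and control genes in log phase (top) and stationary phase (bottom), with 1 array per strain. Circles are the ratios of single spots and crosses the authors' processed values, and dashed lines mark the 1.5-fold limit. *CLB6* lies highest in each panel, and *ACT1* lies below 0 by the circles and above 0 by the cross in log phase.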

**Fig 2:**
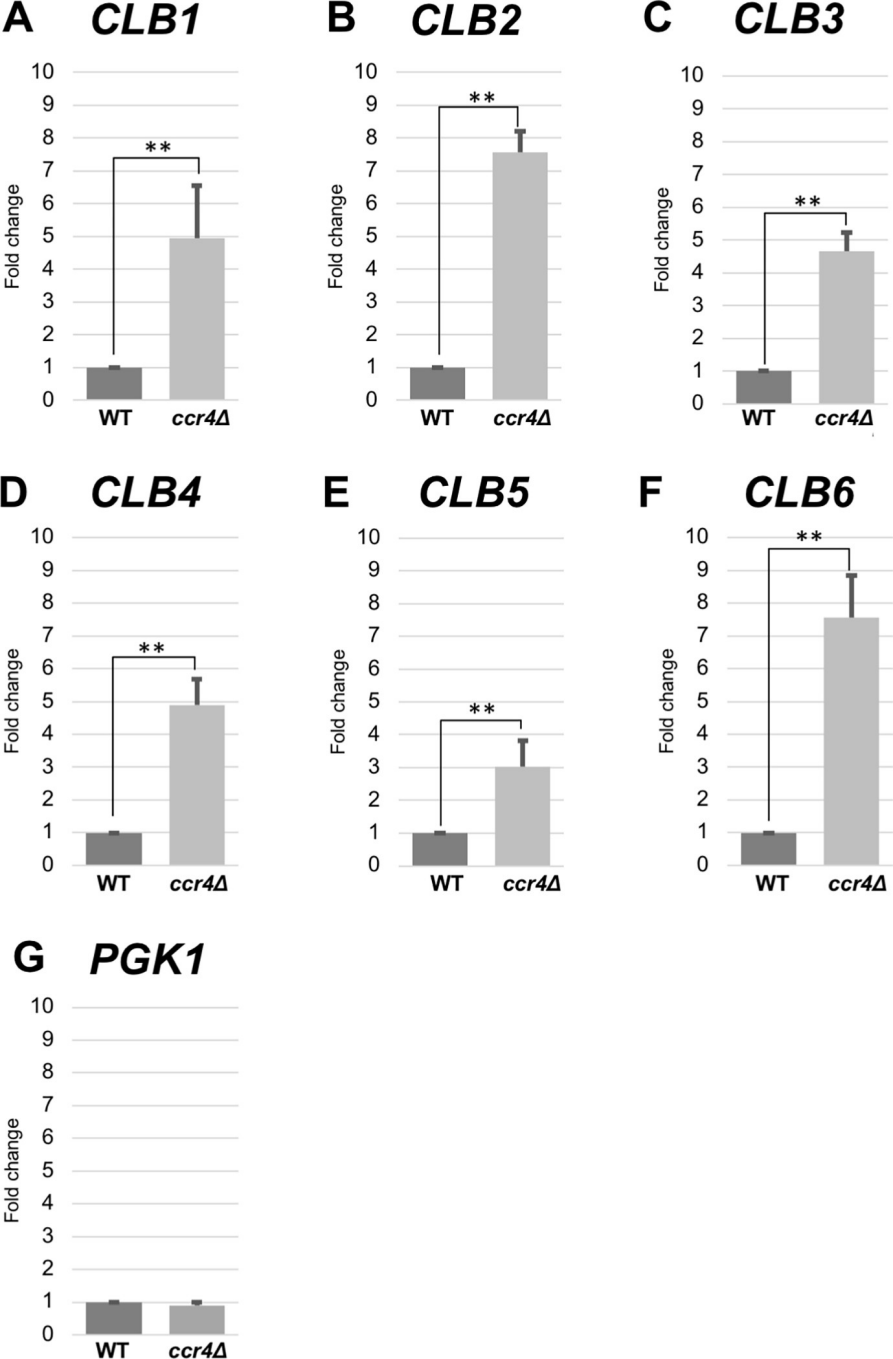
Expression of *CLB1*, *CLB2*, *CLB3*, *CLB4*, *CLB5*, and *CLB6* in wild-type and *ccr4Δ* mutant cells. The mRNA levels of *CLB1* (A), *CLB2* (B), *CLB3* (C), *CLB4* (D), *CLB5* (E), and *CLB6* (F) in *ccr4*Δ mutant strain growing in YPD media relative to the wild-type strain. *PGK1* (G) was used as a control. mRNA levels were quantified by qRT-PCR analysis, and the relative mRNA levels were calculated using 2^-ΔΔCt^ method normalized to *ACT1* reference gene. The data show mean ± SEM (n = 3) of fold change of mRNA level from wild-type cells at 4 h of culture in YPD. *P < 0.05, **P < 0.01 as determined by Tukey’s test.

**Table 1:** Summary of endogenous *CLB* mRNA levels in various mutant. All values written are standardized to their respective wild-type values.

	*ccr4Δ*	*pop2Δ*	*not1* (*cdc39*)	*not2* (*cdc36*)	*not4Δ*	*whi3Δ*	*caf20Δ*	*eap1Δ*	*caf20Δ eap1Δ*
*CLB1*	4.69 ± 1.62	3.72 ± 0.25	1.44 ± 0.84	1.54 ± 0.90	2.05 ± 0.23	1.59 ± 0.27	0.88 ± 0.15	0.88 ± 0.17	1.04 ± 0.16
*CLB2*	7.68 ± 0.67	4.12 ± 0.04	1.01 ± 0.58	0.86 ± 0.53	1.76 ± 0.08	1.68 ± 0.24	1.10 ± 0.06	1.10 ± 0.08	1.18 ± 0.07
*CLB3*	4.66 ± 0.56	2.46 ± 0.20	0.88 ± 0.55	0.73 ± 0.42	1.45 ± 0.16	1.75 ± 0.20	0.79 ± 0.10	0.85 ± 0.11	0.78 ± 0.05
*CLB4*	4.89 ± 0.78	3.36 ± 0.29	1.14 ± 0.70	0.73 ± 0.44	2.57 ± 0.16	1.68 ± 0.14	0.91 ± 0.08	0.87 ± 0.02	0.86 ± 0.10
*CLB5*	3.02 ± 0.81	4.83 ± 0.37	1.45 ± 0.20	1.17 ± 0.15	3.67 ± 0.22	1.49 ± 0.11	0.89 ± 0.17	0.92 ± 0.04	1.02 ± 0.10
*CLB6*	7.57 ± 1.28	18.06 ± 1.64	1.79 ± 0.26	1.54 ± 0.21	3.00 ± 0.37	1.63 ± 0.19	0.84 ± 0.13	1.06 ± 0.13	0.77 ± 0.05
*PGK1*	0.91 ± 0.08	0.66 ± 0.05	0.88 ± 0.08	1.36 ± 0.14	0.67 ± 0.08	0.91 ± 0.07	0.94 ± 0.03	0.70 ± 0.08	0.80 ± 0.08

**Table 2:** Comparative expression levels of *CLB* and *CLN* genes from the microarray data (GEO accession number GSE198743). The data show the relative microarray values of each gene obtained from wild-type and the *ccr4Δ* mutant strains. These values were normalized against their corresponding wild-type value which reflects the fold change in expression (values in parenthesis).

GENE	wild-type	*ccr4Δ*
*CLB1*	5902.6 (1)	15973 (2.71)
*CLB2*	4399.6 (1)	8455 (1.92)
*CLB3*	11321.7 (1)	12249.2 (1.08)
*CLB4*	3163 (1)	6157.5 (1.95)
*CLB5*	6176.6 (1)	7216.7 (1.17)
*CLB6*	2147.7 (1)	8633.2 (4.02)
*CLN1*	20929.4 (1)	19665.2 (0.94)
*CLN2*	5327.4 (1)	4789.2 (0.90)
*CLN3*	3867.8 (1)	3119.8 (0.81)
*ACT1*	150502.4 (1)	166707.8 (1.11)
*PGK1*	263333.2 (1)	260814 (0.99)

Ccr4 is a catalytic subunit of the Ccr4-Not deadenylase complex [8]. To investigate whether other components of the Ccr4-Not complex are involved in the increase of the *CLB* mRNA levels, we examined endogenous mRNA levels of *CLB1-6* in the *pop2Δ*, *not1* (*cdc39*), *not2* (*cdc36*), and *not4Δ* mutant cells. Pop2, also known as Caf1, is an exonuclease of the DEDD super family that is another catalytic subunit of the Ccr4-Not deadenylase complex, Not1/Cdc39 is a scaffold protein, Not2/Cdc36 is one of core proteins, and Not4 is an E3 ubiquitin ligase [8]. As expected from the observation that the *pop2Δ* mutant is similar to the *ccr4*Δ mutant [34,35], all *CLB1-6* mRNA levels were increased in the *pop2*Δ mutant compared to those in wild-type cells (Fig 3). Similar to the *ccr4Δ* mutant, the increase of *CLB6* mRNA level, approximately 18-fold increase, was most prominent. The *CLB1*, *CLB2*, and *CLB5* mRNA levels were increased about 4 to 5-fold, and the *CLB3* and *CLB4* mRNA levels were increased about 3-fold. On the other hand, some *CLB* mRNA levels were slightly increased in the *not4Δ* mutant, and no *CLB* mRNA level was increased in the *not1*Δ or *not2*Δ mutant (Fig 3, Table 1). Thus, two catalytic subunits of the Ccr4-Not complex, Ccr4 and Pop2, are mainly involved in the levels of *CLB* mRNAs.

**Fig 3:**
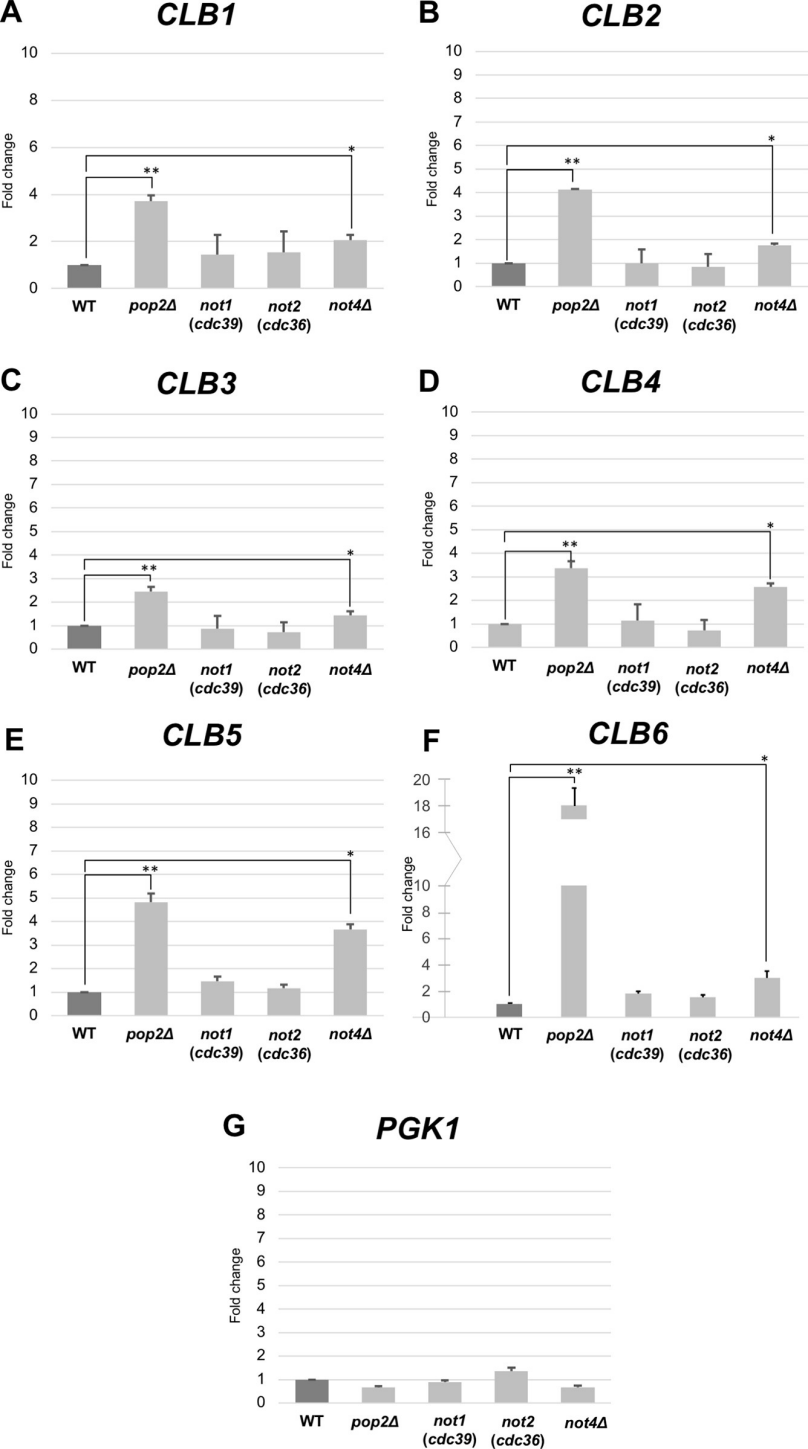
Expression of *CLB1*, *CLB2*, *CLB3*, *CLB4*, *CLB5*, and *CLB6* in wild-type, *pop2Δ*, *not1*, *not2*, and *not4Δ* mutant cells. The mRNA levels of *CLB1* (A), *CLB2* (B), *CLB3* (C), *CLB4* (D), *CLB5* (E), and *CLB6* (F) in *pop2*Δ, *not1*Δ, *not2*Δ, and *not4*Δ mutant strains growing in YPD media relative to the wild-type strain. *PGK1* (G) was used as a control. mRNA levels were quantified by qRT-PCR analysis, and the relative mRNA levels were calculated using 2^-ΔΔCt^ method normalized to *ACT1* reference gene. The data show mean ± SEM (n = 3) of fold change of mRNA level from wild-type cells at 4 h of culture in YPD. *P < 0.05, **P < 0.01 as determined by Tukey’s test.

### The *CLB6* mRNA level was significantly increased in the *ccr4Δ* mutant in synchronized culture

*CLBs* expression is known to be regulated during the cell cycle [1,14,15]. The increase in *CLBs* mRNA levels by the *ccr4Δ* mutation may be due to the *ccr4Δ* mutant being delayed in a particular phase during cell cycle. To examine this possibility, we analyzed a cell cycle progression of the *ccr4Δ* mutant and also examined the *CLB1-6* mRNA levels in synchronized cultures. For this purpose, we utilized the *MAT***a** *bar1Δ* and *MAT***a** *bar1Δ ccr4Δ* cells, in which α-factor protease Bar1 was absent [28]. The *MAT***a** *bar1Δ* and *MAT***a** *bar1Δ ccr4Δ* cells were arrested in G1 phase with α-factor. The cells were then released from the G1 arrest by several washes with fresh media and allowed to progress into the S phase. In the *bar1Δ* cell, the S phase marker *RNR1* peaked at 30 minutes, which was considered to be the S phase (Fig 4A). *CLB5* and *CLB6* also peaked at this time (Fig 4G and 4H). The peak of *RNR1* of the *bar1Δ ccr4Δ* mutant was slightly delayed compared to that of the *bar1Δ* strain and reached the peak at about 50 minutes (Fig 4A). The peak of the M phase marker, *SIC1*, in the *bar1Δ ccr4Δ* mutant was also delayed in comparison with that in the *bar1Δ* strain (Fig 4B).

**Fig 4:**
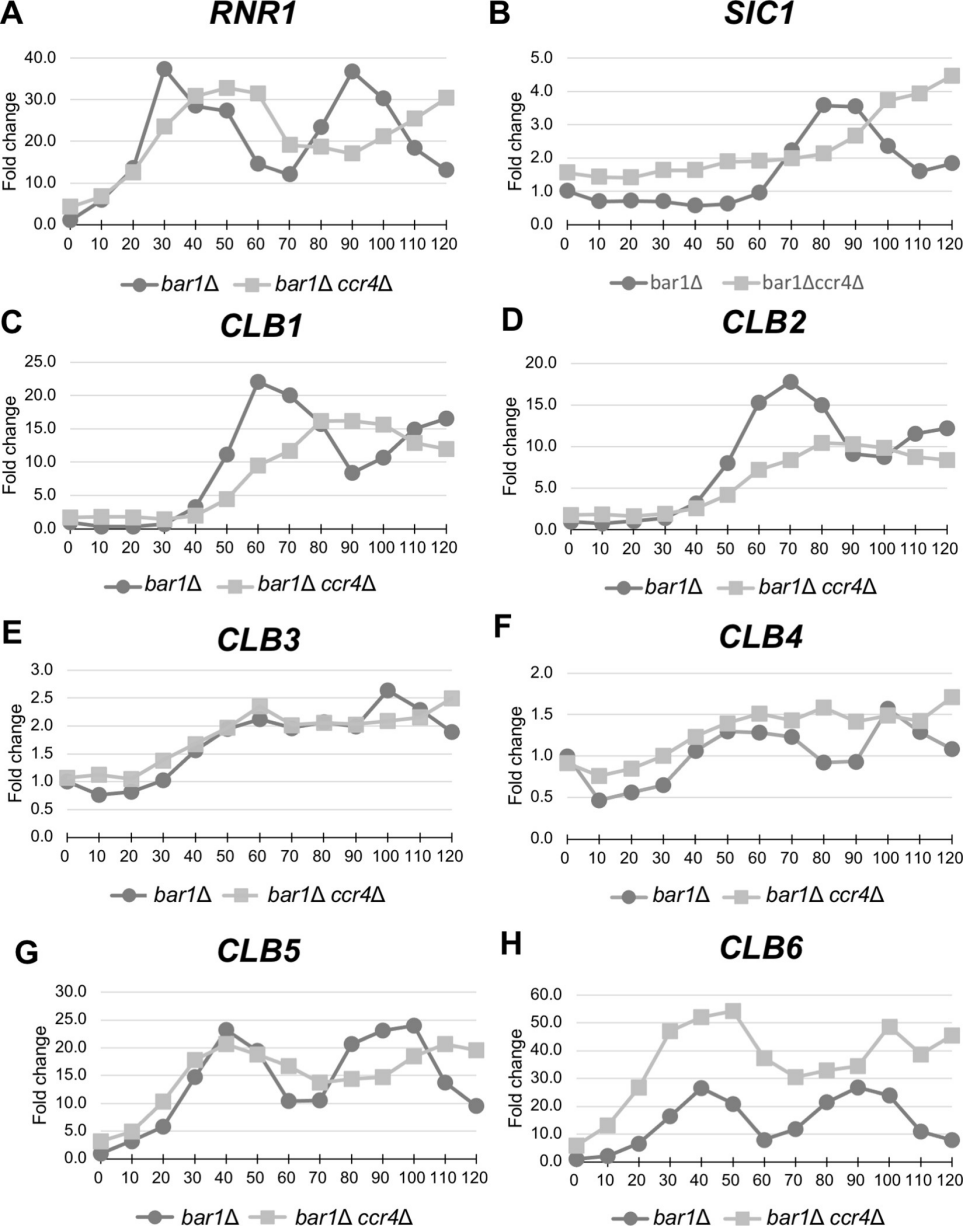
The cell-cycle regulated expression of *CLBs* in the *ccr4Δ* mutant. The qRT-PCR analysis data of RNR1 mRNA, SIC1 mRNA, and CLB mRNAs in the cell cycle synchronized bar1Δ mutant (black circle) and bar1Δ ccr4Δ mutant (gray square). Cell cycle was arrested in G1 phase by α-factor, and, after release, cells were collected from 0min (just before releasing) to 120min. The fold change of RNR1 mRNA, S phase marker, (A) and SIC1 mRNA, late M phase marker, (B) show cell cycle successfully progress both in the bar1Δ mutant and the bar1Δ puf5Δ mutant. The fold change of B-type cyclin mRNAs, CLB1 mRNA (C), CLB2 mRNA (D), CLB3 mRNA (E), CLB4 mRNA (F), CLB5 mRNA (G), CLB6 mRNA (H) are presented.

In these synchronous cultures, the *CLB6* mRNA level, which had the largest increase in the *ccr4Δ* mutant in the asynchronous culture (Fig 2F), was significantly increased in the *bar1Δ ccr4Δ* mutant compared to those in the *bar1Δ* cells over the cell cycle (Fig 4H). The *CLB4* mRNA level was a little higher in the *bar1Δ ccr4Δ* mutant than those in the *bar1Δ* cells (Fig 4F). On the other hand, there were no significant increases in the *CLB1*, *CLB2*, *CLB3*, and *CLB5* mRNA levels in the synchronous *bar1Δ ccr4Δ* mutant (Fig 4C, 4D, 4E and 4G). Thus, the increase in *CLBs* mRNA levels by the *ccr4Δ* mutation in asynchronous culture seemed to be partly due to the *ccr4Δ* mutant being delayed in cell cycle. However, since the mRNA levels of *CLB6* and *CLB4* were elevated in the *bar1Δ ccr4Δ* mutant over the cell cycle, it was also likely that mRNA degradation by Ccr4 regulates *CLB* levels.

To examine whether Ccr4 is involved in mRNA degradation of *CLB* mRNAs, we analyzed the half-lives of *CLB* mRNAs after transcription inhibition with thiolutin (Fig 5). The half-lives of *CLB1-6* mRNAs in wild-type cells were 3 to 7 min, and those were clearly extended in the *ccr4Δ* mutant (Fig 5). It was surprising that the effects of the *ccr4Δ* mutation on the mRNA half-lives was similar in all *CLB1-6* mRNAs. The significant increase of the *CLB6* mRNA levels may be caused by the multiple effects of the *ccr4Δ* mutation, including mRNA degradation, cell cycle delay, or transcription.

**Fig 5:**
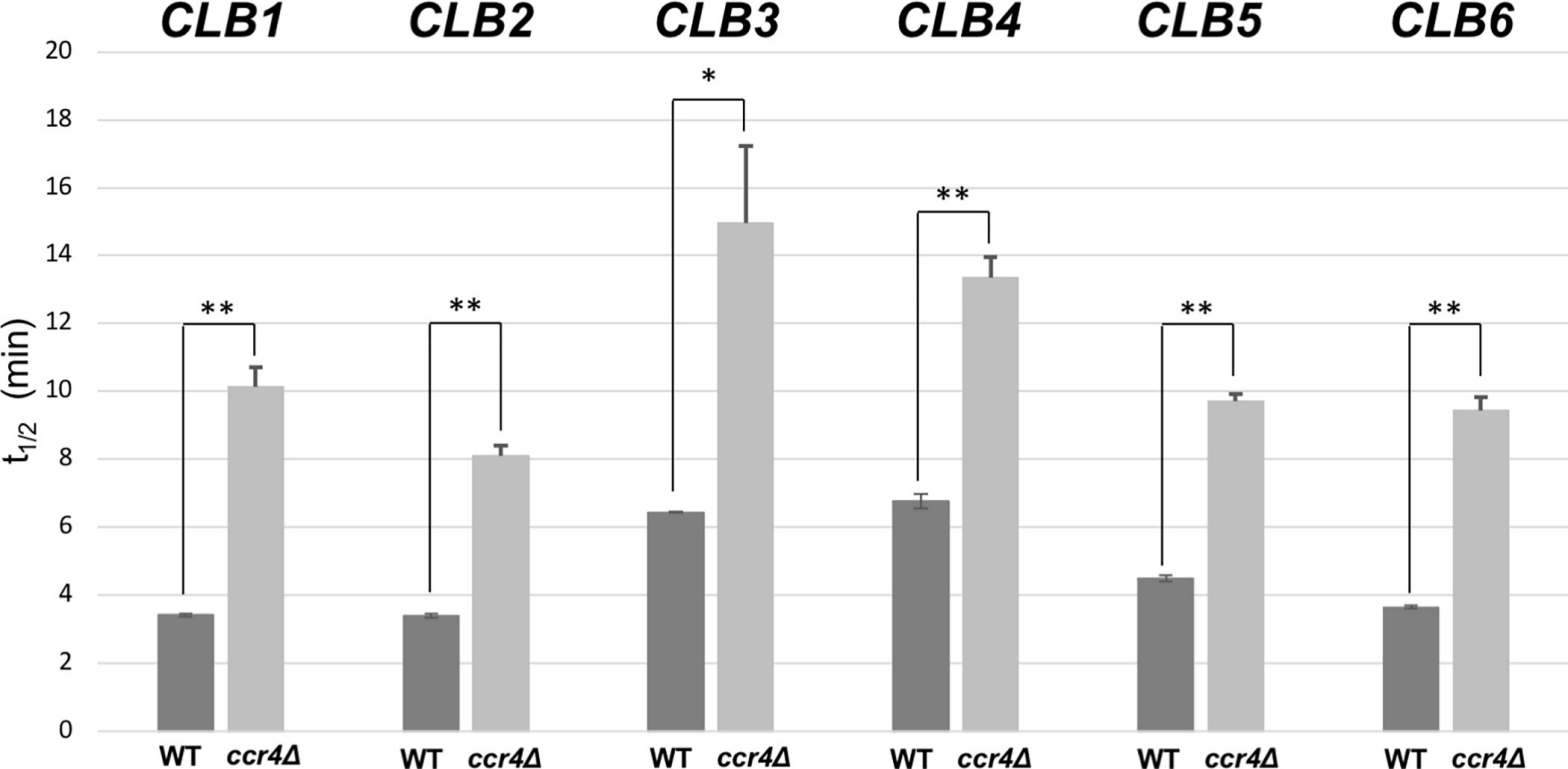
The half-lives of *CLB1-CLB6* mRNAs in wild-type and the *ccr4Δ* mutant. The *bar1*Δ and the *bar1*Δ *ccr4*Δ mutant cells were pre-cultured in YPD medium at 28°C overnight, and transferred into fresh YPD medium, and cultured until mid-exponential phase. Then, thiolutin was added, and samples were collected by centrifuge at 0, 1, 2, 5, 10, 20, 40, 80 minutes after exposure to thiolutin. The mRNA levels at each time point were determined by qRT-PCR. The half-lives (t_1/2_) were calculated using Microsoft Excel. *P < 0.05, **P < 0.01 as determined by Tukey’s test.

*CLB6* expression is reported to be changed by various stresses, such as replication stress [30]. Then we examined whether the *ccr4Δ* mutation affects the *CLB6* mRNA levels in the replication stress condition. The MAT**a** *bar1Δ* and MAT**a** *bar1Δ ccr4Δ* cells synchronized in G1 with α-factor were synchronously released into the S phase in the presence of hydroxy urea (HU), a reagent that generates replication stress by depleting the pool of dNTPs. As shown in Fig 6C, the *CLB6* mRNA level peaked at 30 min in the *bar1Δ* cells and was kept at a high level. The *CLB6* mRNA levels were increased more in the *bar1Δ ccr4Δ* mutant (Fig 6C). While the *CLB5* mRNA level was not increased in the *bar1Δ ccr4Δ* mutant without replication stress (Fig 4G), the *CLB5* mRNA level was also increased in the HU-treated *bar1Δ ccr4Δ* mutant cells (Fig 6B). Thus, Ccr4 seems to contribute the *CLB5* and *CLB6* mRNA levels in replication stress condition.

**Fig 6:**
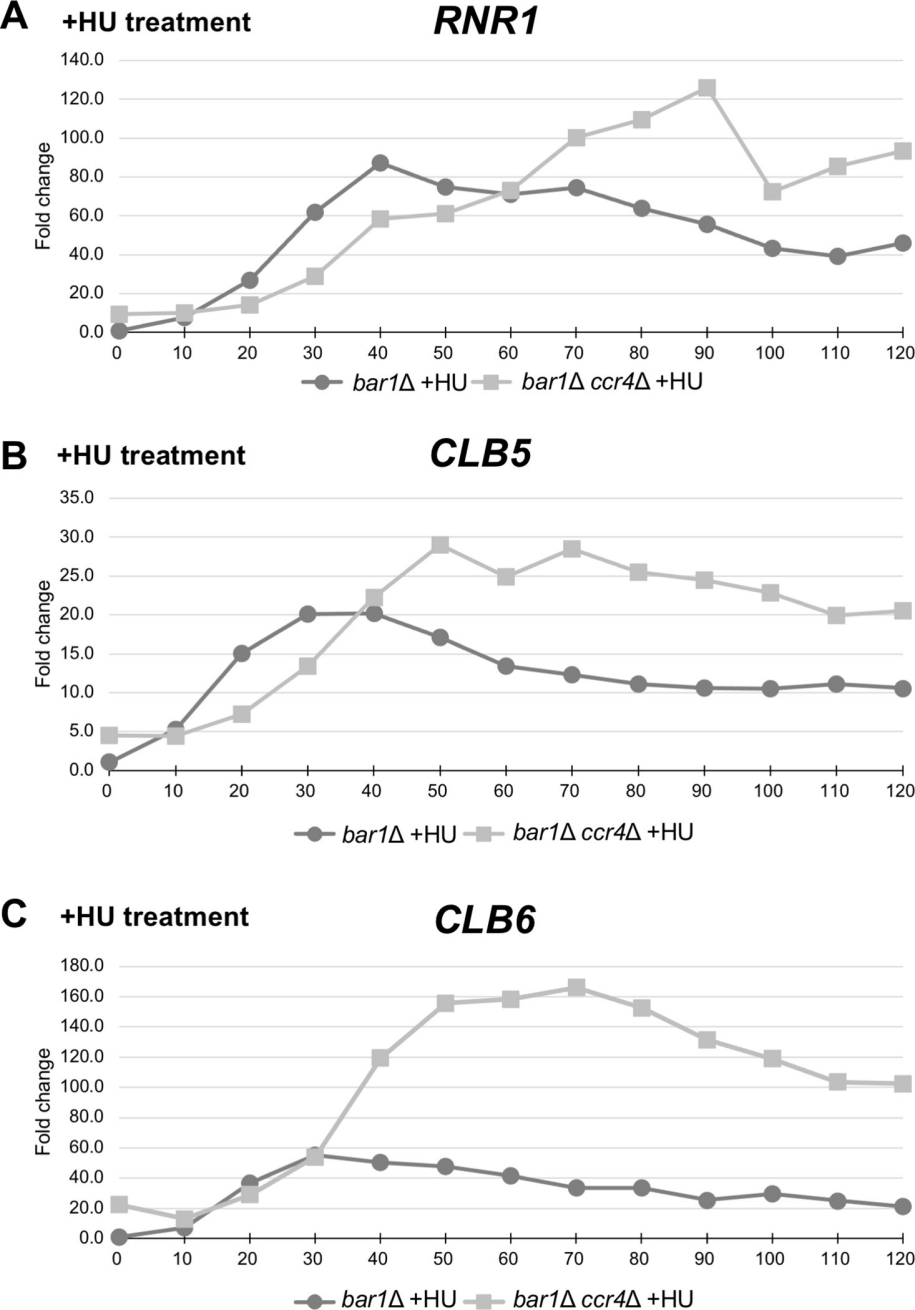
The cell-cycle regulated expression of *CLBs* in the *ccr4Δ* mutant. The qRT-PCR analysis data of RNR1, CLB5, and CLB6 mRNAs in the cell cycle synchronized bar1Δ mutant (black circle) and bar1Δ ccr4Δ mutant (gray square). Cell cycle was arrested in G1 phase by α-factor, and, after releasing in the presence of HU, cells were collected from 0 min (just before releasing) to 120 min. The fold change of RNR1 mRNA, S phase marker, (A) and SIC1 mRNA, late M phase marker, (B) show cell cycle successfully progress both in the bar1Δ mutant and the bar1Δ puf5Δ mutant. The fold change of B-type cyclin mRNAs, CLB1 mRNA (C), CLB2 mRNA (D), CLB3 mRNA (E), CLB4 mRNA (F), CLB5 mRNA (G), CLB6 mRNA (H) are presented.

### The Clb protein levels are not significantly increased in the *ccr4Δ* mutant

To examine whether the increased *CLB* mRNA levels by the *ccr4Δ* mutation confer the increased Clb protein levels, we next constructed the *CLBx-HA-CLBx 3’ UTR* plasmids (Fig 7). Using these plasmids, we measured the *CLBx-HA* mRNA levels and the Clbx-HA protein levels in wild-type and the *ccr4Δ* mutant cells. We used a specific primer to detect *CLBx-HA* mRNA, but not endogenous *CLBx* mRNA. Generally, all the *CLB1-6-HA* mRNA levels were increased in the *ccr4Δ* mutant compared to those in wild-type cells (Fig 7A, *CLBx*-HA mRNA, Table 3). The ratios were somewhat different from the results of endogenous *CLB* mRNAs. The *CLB6-HA* mRNA level was increased about 7-fold; the *CLB1-HA*, *CLB2-HA*, and *CLB5-HA* mRNA levels were increased about 4-fold; the *CLB3-HA* and *CLB4-HA* mRNA levels were increased less than 2-fold. In contrast to the results of the increased mRNA levels, we found that the Clb1-6-HA protein levels were not significantly increased in the *ccr4Δ* mutant compared to those in wild-type cells (Fig 7B, Clb1-6-HA protein, Table 3). The Clb6-HA protein level was increased about 2-fold; the Clb1-HA and Clb4-HA protein levels were increased about 1.5-fold; the Clb2-HA, Clb3-HA. and Clb5-HA protein levels were not increased. These results indicated that Ccr4 contributes the levels of *CLB* mRNAs, but the Clb protein levels are not increased in the *ccr4Δ* mutant (summarized in Table 3).

**Fig 7:**
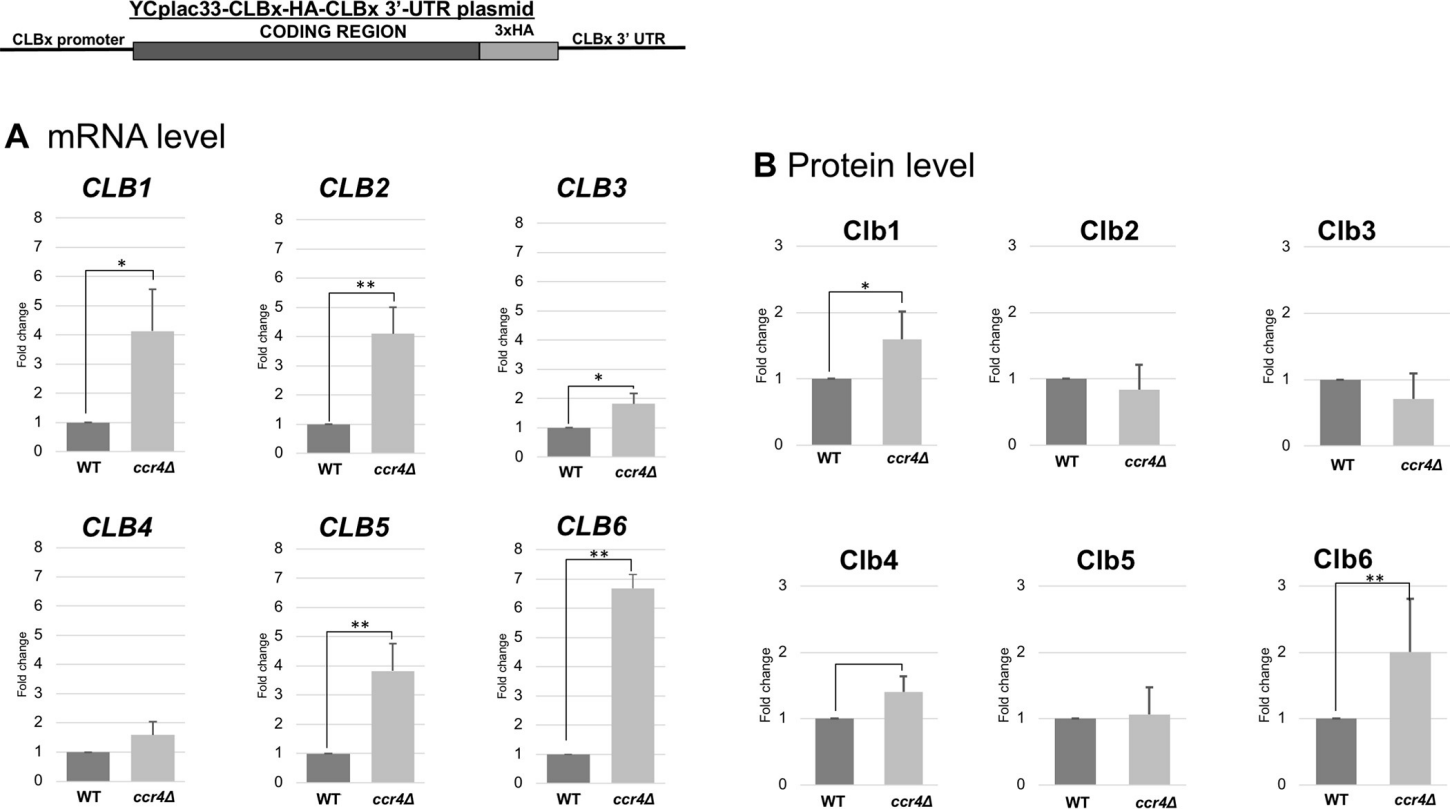
Expression of *CLB1-HA*, *CLB2-HA*, *CLB3-HA*, *CLB4-HA*, *CLB5-HA*, and *CLB6-HA* in wild-type and *ccr4Δ* mutant cells harboring the *CLBx-HA-CLBx 3’-UTR* plasmid. The mRNA (A) and protein (B) levels of *CLB1-HA*, *CLB2-HA*, *CLB3-HA*, *CLB4-HA*, *CLB5-HA*, and *CLB6-HA* in wild-type (WT) and *ccr4*Δ mutant cells growing in SC-ura media. The strains harboring the *CLBx-HA-CLBx 3’ UTR* plasmids were grown at 28°C. mRNA levels were quantified by qRT-PCR analysis, and the relative mRNA levels were calculated using 2^-ΔΔCt^ method normalized to *ACT1* reference gene. The data show mean ± SEM (n = 3) of fold change of mRNA level from wild-type cells at 4 H of culture in SC-ura. Protein levels were quantified by preparing cell extracts collected at log phase (4 H) for immunoblotting with anti-HA and anti-Pgk1 antibodies where Pgk1 was used as the loading control. The data show mean ± SEM (n = 3) of fold change of pr level from wild-type cells at 4 H of culture in SC-ura. *P < 0.05, **P < 0.01 as determined by Tukey’s test.

**Table 3:** Summary of *ccr4*Δ*/*wild-type ratio of mRNA and protein levels on different gene constructs. All values written are standardized to their respective ccr4Δ/wild-type ratio.

Gene	CLBx-HA-CLBx 3’UTR		CLBx-HA-ADH1 3’UTR		MCM2-GFP CLBx 3’UTR -	
	mRNA	protein	mRNA	protein	mRNA	protein
*CLB1*	4.13 ± 1.76	1.60 ± 0.41	4.70 ± 0.90	1.24 ± 0.42	3.41 ± 0.87	14.88 ± 2.75
*CLB2*	4.09 ± 1.12	0.84 ± 0.37	2.67 ± 0.36	0.97 ± 0.14	4.32 ± 0.76	12.00 ± 2.63
*CLB3*	1.83 ± 0.41	0.71 ± 0.38	1.66 ± 0.46	0.89 ± 0.28	2.48 ± 0.80	5.36 ± 2.21
*CLB4*	1.59 ± 0.57	1.41 ± 0.23	2.74 ± 1.01	1.62 ± 0.56	2.60 ± 0.93	10.72 ± 4.85
*CLB5*	3.83 ± 1.16	1.06 ± 0.42	1.79 ± 0.59	0.96 ± 0.24	3.39 ± 0.46	8.43 ± 2.10
*CLB6*	6.67 ± 0.59	2.01 ± 0.80	3.29 ± 1.01	3.15 ± 1.31	6.48 ± 2.11	15.42 ± 3.30

### The coding sequences of *CLB* mRNAs are involved in the Ccr4-dependent regulation

Although it was reported that mRNA decay is usually mediated at the 5’ UTR and 3’ UTR ends [36], we examined whether the coding sequences of *CLB* genes are involved in mRNA levels. This was done by constructing the *CLBx-HA-ADH1 3’ UTR* plasmids (Fig 8). The same method of estimating the mRNA level by qRT-PCR using the HA primers and protein level by HA tagging were done.

**Fig 8:**
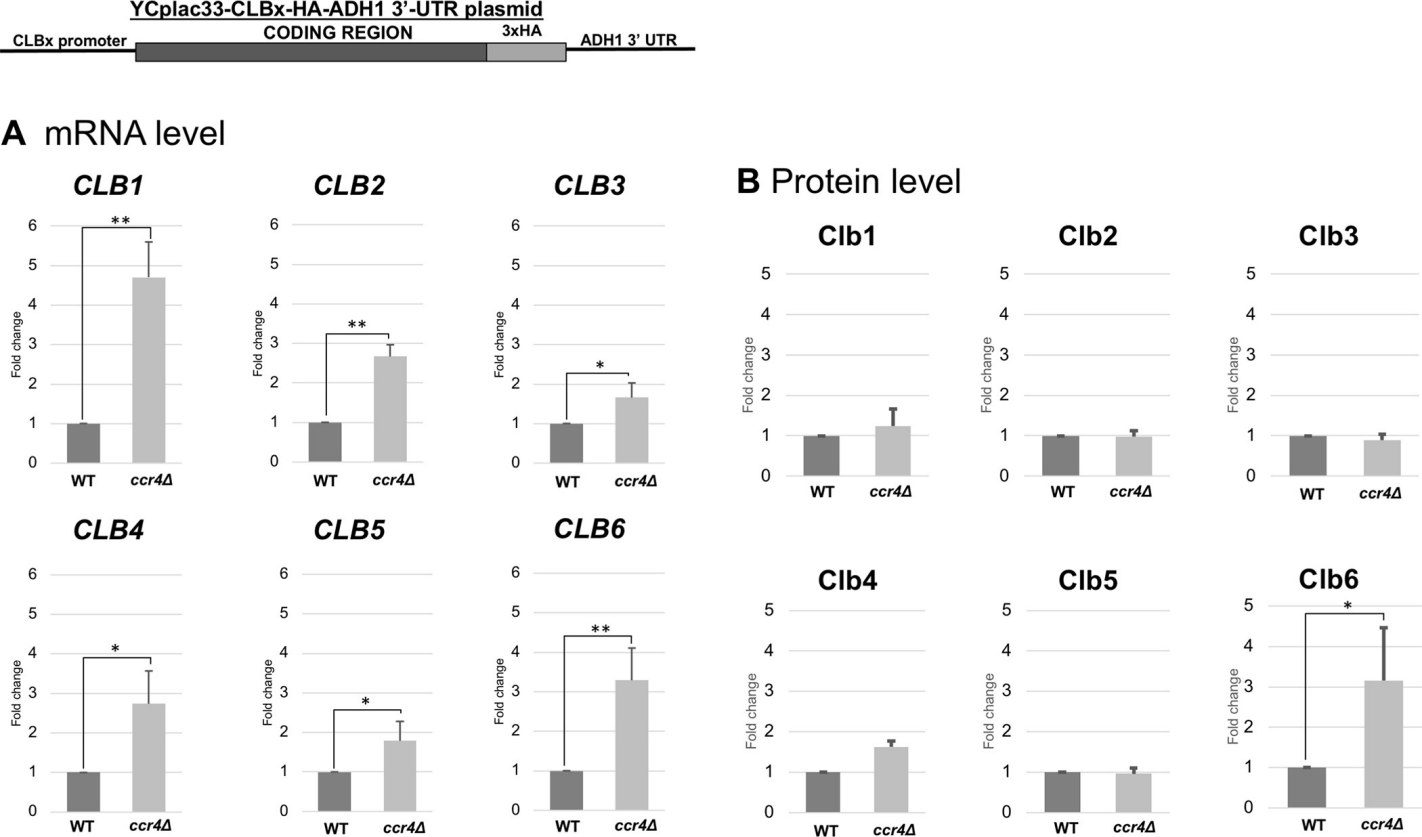
Expression of *CLB1-HA*, *CLB2-HA*, *CLB3-HA*, *CLB4-HA*, *CLB5-HA*, and *CLB6-HA* in wild-type and *ccr4Δ* mutant cells harboring the *CLBx-HA-ADH1 3’ UTR* plasmid. The mRNA (A) and protein (B) levels of *CLB1-HA*, *CLB2-HA*, *CLB3-HA*, *CLB4-HA*, *CLB5-HA* and *CLB6-HA* in wild-type (WT) and *ccr4Δ* mutant strain growing in SC-ura media. The strains harboring the *CLBx-HA-ADH1 3’ UTR* plasmid were grown at 28°C. mRNA levels were quantified by qRT-PCR analysis, and the relative mRNA levels were calculated using 2^-ΔΔCt^ method normalized to *ACT1* reference gene. The data show mean ± SEM (n = 3) of fold change of mRNA level from wild-type cells at 4 h of culture in Sc-ura. Protein levels were quantified by preparing cell extracts collected at log phase (4 H) for immunoblotting with anti-HA and anti-Pgk1 antibodies where Pgk1 was used as the loading control. The data show mean ± SEM (n = 3) of fold change of protein level from wild-type cells at 4 H of culture in SC-ura. *P < 0.05, **P < 0.01 as determined by Tukey’s test.

First, we examined the *CLBx-HA-ADH1 3’ UTR* mRNA levels in wild-type and the *ccr4Δ* mutant cells (Fig 8). All the *CLB1-6-HA-ADH1 3’ UTR* mRNA levels were increased in the *ccr4Δ* mutant compared to those in wild-type cells (Fig 8A, *CLBx*-HA mRNA). The *CLB1-HA-ADH1 3’ UTR* mRNA level was increased about 5-fold; the *CLB2-HA-ADH1 3’ UTR*, *CLB4-HA-ADH1 3’ UTR*, and *CLB6-HA-ADH1 3’ UTR* mRNA levels were increased about 3-fold; the *CLB3-HA-ADH1 3’ UTR* and *CLB5-HA-ADH1 3’ UTR* mRNA levels were increased with less than 2-fold.

When we compared the results of the *CLBx-HA-CLBx 3’ UTR* plasmids and the *CLBx-HA-ADH1 3’ UTR* plasmids (Figs 7A and 8A, Table 3), the increased fold of *CLB5* and *CLB6* mRNAs in *ccr4Δ* mutant was different. In the *CLBx-HA-CLBx 3’ UTR* plasmids, the *CLB6-HA* mRNA level was increased about 7-fold; *CLB5-HA* mRNA levels was increased about 4-fold (Fig 7A, Table 3). However, in the *CLBx-HA-ADH1 3’ UTR* plasmids, *CLB6-HA-ADH1 3’ UTR* mRNA levels was increased about 3-fold; *CLB5-HA-ADH1 3’ UTR* mRNA level was increased with less than 2-fold (Fig 8A, Table 3). These results suggest that the coding sequence of *CLB6*, but not that of *CLB5*, may have a role in mRNA level and that the *3’ UTRs* of *CLB5* and *CLB6* may have a role in mRNA level.

Then we examined the Clbx-HA protein levels from the *CLBx-HA-ADH1 3’ UTR* plasmids in wild-type and the *ccr4Δ* mutant cells (Fig 8B, Clb1-6-HA protein). The Clb6-HA protein level was increased about 3-fold; the Clb4-HA protein level was increased about 1.7-fold; the Clb1-HA, Clb2-HA, Clb3-HA and Clb5-HA protein levels were not increased.

These results indicated that the coding sequences of some *CLB* mRNAs are involved in the Ccr4-dependent regulation, but again the Clb protein levels are not simply dependent on the mRNA levels (summarized in Table 3).

### The 3’ UTR sequences of *CLB* mRNAs are involved in the Ccr4-dependent mRNA destabilization

The 3’ UTR of an mRNA is reported to be crucial for degradation, and this is conserved throughout eukaryotes [36]. Here, we assumed that the 3’ UTRs of *CLB1-6* are also a key for its stability. To confirm this assumption, we constructed the *MCM2 promoter-GFP-CLBx 3’ UTR* plasmids which express the *GFP-CLBx 3’ UTR* mRNAs and GFP proteins from *MCM2* promoter (Fig 9). Mcm2 protein is present through the cell cycle [37], the *MCM2* promoter activity is not strong [38], and the changes in mRNA and protein levels are easy to detect. The different *CLBx* 3’ UTRs were compared with *ADH1* 3’ UTR by using GFP primers for qRT-PCR and GFP antibody for Western blot.

**Fig 9:**
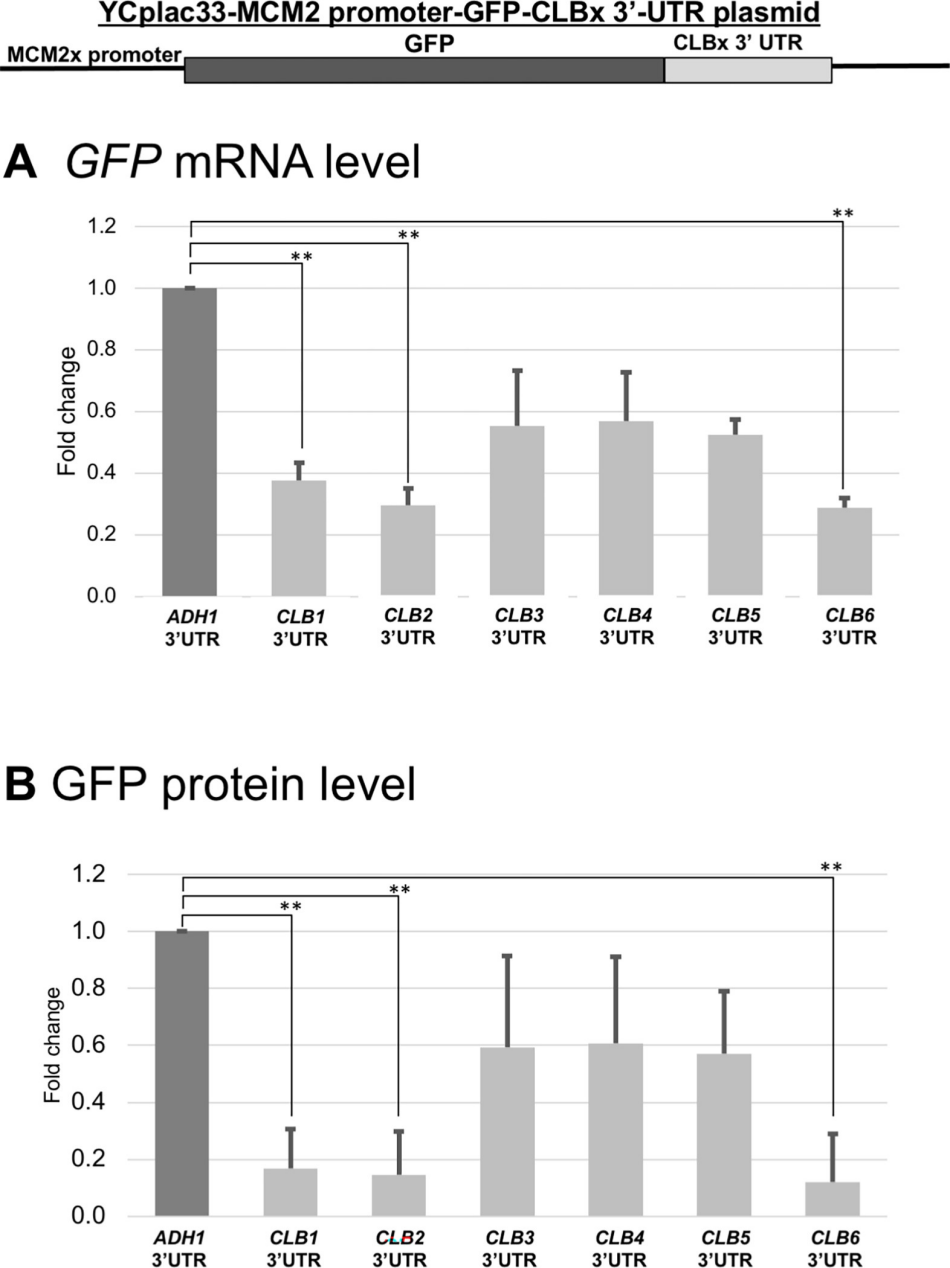
Expression of GFP mRNA and protein in wild-type strain harboring the *MCM2 promoter-GFP-CLBx 3’-UTR* plasmids. The mRNA (A) and protein (B) levels of in wild-type (WT) strains harboring the *MCM2 promoter-GFP-CLBx 3’ UTR* plasmids were grown at 30°C in SC-ura media. mRNA levels were quantified by qRT-PCR analysis, and the relative mRNA levels were calculated using 2^-ΔΔCt^ method normalized to *ACT1* reference gene. The data show mean ± SEM (n = 3) of fold change of mRNA level from wild-type cells at 4 H of culture in Sc-ura. Protein levels were quantified by preparing cell extracts collected at log phase (4 H) for immunoblotting with anti-GFP and anti-Pgk1 antibodies where Pgk1 was used as the loading control. The data show mean ± SEM (n = 3) of fold change of protein level from wild-type cells at 4 H of culture in SC-ura. *P < 0.05, **P < 0.01 as determined by Tukey’s test.

First, we compared the *GFP-CLB1-6 3’ UTR* mRNA levels with the *GFP-ADH1 3’ UTR* mRNA level in wild-type cells. Generally, all the *GFP-CLB1-6 3’ UTR* mRNA levels were decreased than the *GFP-ADH1 3’ UTR* mRNA level, but its ratio differed in the genes (Fig 9A, *GFP* mRNA, Table 4). The *CLB1*, *CLB2*, and *CLB6 3’ UTRs* gave about 0.30-fold decrease; the *CLB3*, *CLB4*, and *CLB5 3’ UTRs* gave about 0.60-fold decrease. Then we examined the GFP protein levels from the *MCM2 promoter-GFP-CLBx 3’ UTR* plasmids in wild-type (Fig 9B, GFP protein, Table 4). In this case, it is consistent with the results of mRNA levels, the GFP protein levels from the *CLB1-6 3’ UTR* constructs were decreased than that of the *ADH1 3’UTR* construct. The *CLB1*, *CLB2*, and *CLB6 3’ UTRs* gave about 0.20-fold decrease of GFP protein level; the *CLB3*, *CLB4*, and *CLB5 3’ UTRs* gave about 0.60-fold decrease of GFP protein level. These decreases of GFP protein levels were correlated with GFP mRNA levels (Fig 9A and 9B, Table 4). These results indicated that the *CLBx 3’UTRs* have destabilizing sequence and the instability caused by the 3’ UTR sequence simply contributes the decrease of protein level in the GFP reporter construct.

**Table 4:** Summary of GFP mRNA and protein levels of different 3’-UTRs of *CLB*. All gene constructs were transformed into wild-type strain and standardized on *ADH1* 3’-UTR.

	mRNA	protein
*CLB1*	0.377 ± 0.06	0.168 ± 0.139
*CLB2*	0.295 ± 0.056	0.146 ± 0.151
*CLB3*	0.553 ± 0.179	0.594 ± 0.320
*CLB4*	0.570 ± 0.158	0.608 ± 0.303
*CLB5*	0.525 ± 0.050	0.571 ± 0.220
*CLB6*	0.288 ± 0.032	0.120 ± 0.171

To investigate mRNA stability control of *CLB1-6 3’UTR* sequence involves Ccr4, we examined the *GFP-CLBx 3’ UTR* mRNA levels and the GFP protein levels in wild-type and the *ccr4Δ* mutant cells (Fig 10, Table 3). All *GFP-CLBx 3’ UTR* mRNA levels were increased in the *ccr4Δ* mutant compared to those in wild-type cells, while the *GFP-ADH1 3’ UTR* mRNA level was not (Fig 10A, GFP mRNA, Table 3). The *GFP-CLB6 3’ UTR* was about 6.5-fold increase in the *ccr4Δ* mutant compared to that in wild-type cells; the *GFP-CLB2 3’ UTR* was about 4-fold increased; the *GFP-CLB1 3’ UTR* and *GFP-CLB5 3’ UTR* were about 3-fold increased; the *GFP-CLB3 3’ UTR* and *GFP-CLB4 3’ UTR* were about 2.5-fold increased. Consistent with the results of mRNA levels, the GFP protein levels from the *MCM2 promoter-GFP-CLBx 3’ UTR* constructs were increased in the *ccr4Δ* mutant than those in wild-type cells (Fig 10B, GFP protein). The GFP protein level from the *GFP-ADH1 3’ UTR* construct was similar in the *ccr4Δ* mutant and wild-type cells (Fig 10B, GFP protein, Table 3). The GFP protein levels derived from *GFP-CLB1 3’ UTR* and *GFP-CLB6 3’ UTR* were about 15-fold-increased in the *ccr4Δ* mutant compared to that in wild-type cells; the GFP protein levels derived from *GFP-CLB2 3’ UTR* and *GFP-CLB4 3’ UTR* were about 12-fold-increased; the GFP protein level derived from *GFP-CLB5 3’ UTR* was about 9-fold-increased; the GFP protein level derived from *GFP-CLB3 3’ UTR* was about 6-fold-increased (Fig 10B, GFP protein, Table 3). These results indicated that mRNA instability mediated by *CLB1-6 3’ UTR* involves Ccr4 and that the instability caused by the 3’ UTR sequence simply contributes the decrease of protein level in the GFP reporter construct (summarized in Table 3). This result is different from that of the *CLBx-HA* plasmid (summarized in Table 3).

**Fig 10:**
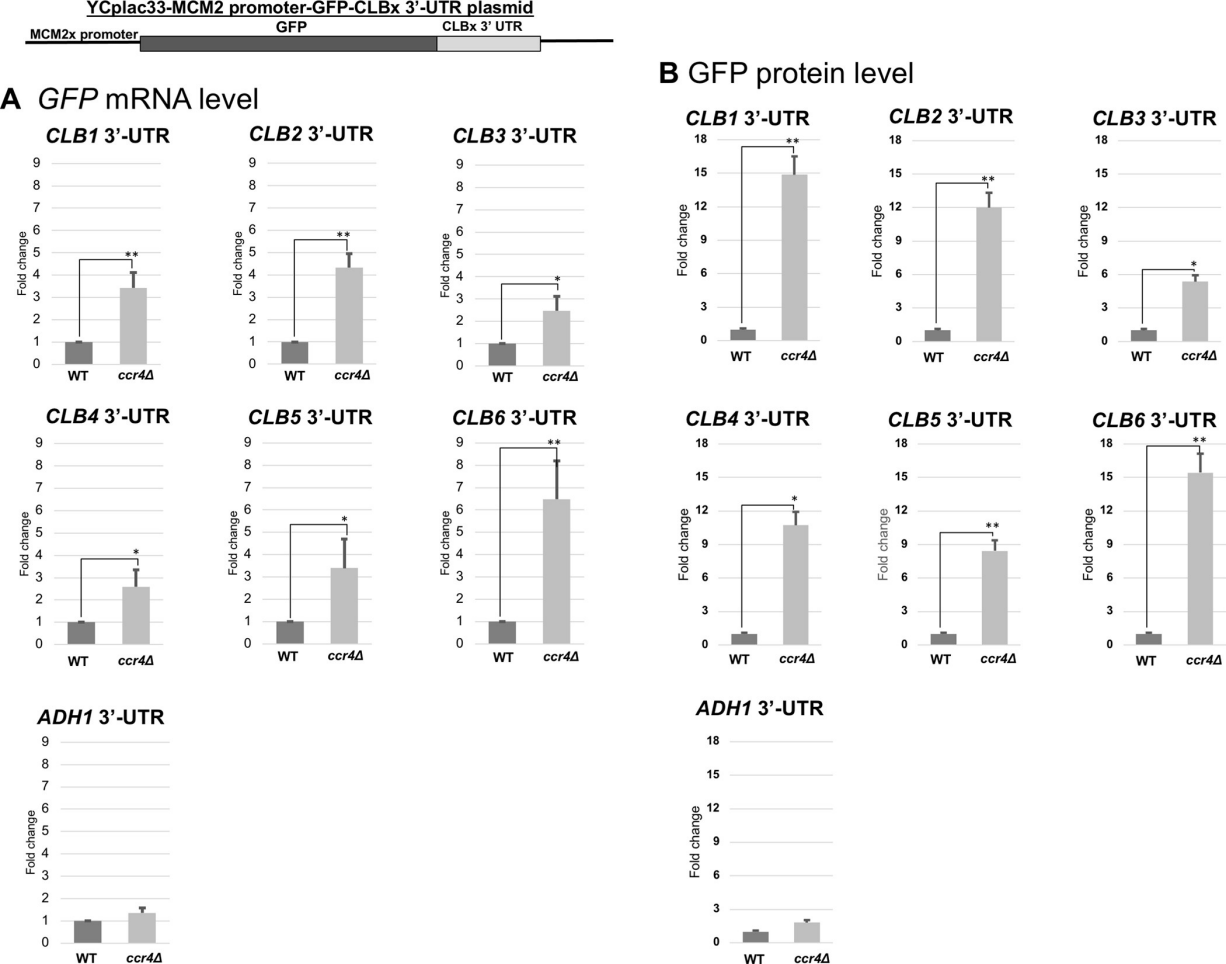
Expression of GFP mRNA and protein in wild-type and *ccr4Δ* mutant cells harboring the *MCM2 promoter-GFP-CLBx 3’ UTR* plasmids. The mRNA (A) and protein (B) levels of GFP in wild-type (WT) and *ccr4*Δ strains harboring the *MCM2 promoter-GFP-CLBx 3’ UTR* plasmids were grown at 28°C in SC-ura media. mRNA levels were quantified by qRT-PCR analysis, and the relative mRNA levels were calculated using 2^-ΔΔCt^ method normalized to *ACT1* reference gene. The data show mean ± SEM (n = 3) of fold change of mRNA level from wild-type cells at 4 H of culture in Sc-ura. Protein levels were quantified by preparing cell extracts collected at log phase (4 H) for immunoblotting with anti-GFP and anti-Pgk1 antibodies where Pgk1 was used as the loading control. The data show mean ± SEM (n = 3) of fold change of protein level from wild-type cells at 4 H of culture in SC-ura. *P < 0.05, **P < 0.01 as determined by Tukey’s test.

### The *CLB6* coding sequence contains the three regions for mRNA destabilization

From the above results of the *CLB6-HA-ADH1 3’ UTR* plasmid, we have shown that *CLB6* mRNA and protein levels were most increased in the *ccr4*Δ mutant (Fig 8A and 8B, Table 3). We suspected that a certain sequence within the coding region is responsible for the destabilization of the *CLB6* mRNA. To determine the sequence for mRNA instability, we constructed a series of deletions in the *CLB6-HA-CLB6 3’ UTR* gene construct, deletions of 150 base pairs corresponding 50 amino acids starting from the 2^nd^ bp after the start codon with a total of 15 deletions (Fig 11A). We then compared the mRNA level by qRT-PCR and protein level by western blot using the HA tag.

**Fig 11:**
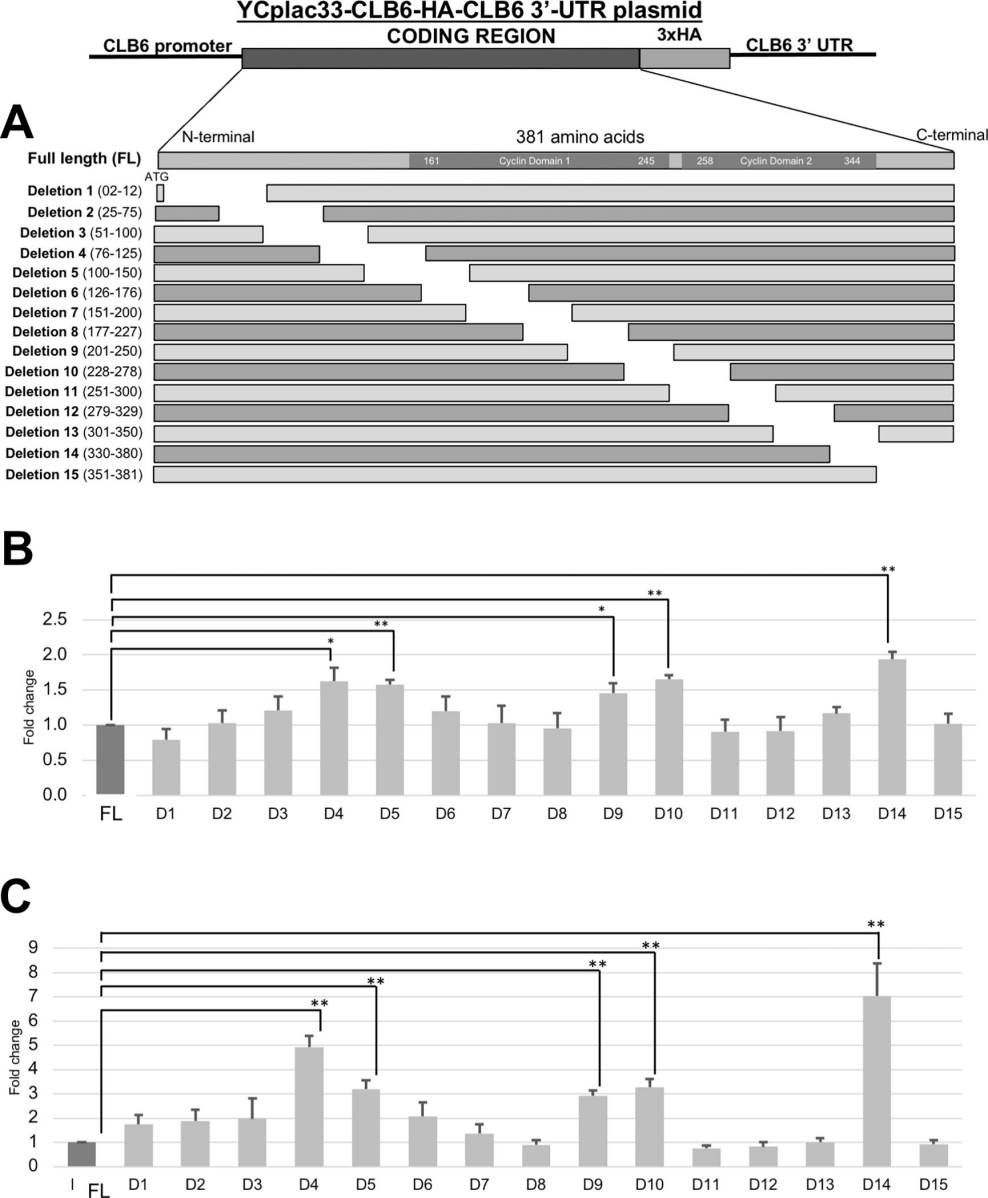
Deletion analysis of the *CLB6* coding sequence. Deletion sequences were done by deletion 10 amino acid base pairs per region (Deletion 1 to 15) relative to the ND (no deletion). The Cyclin Domain 1 and 2 are highlighted as grey (A). The mRNA (B) and protein (C) levels comparing the full-length and deletion strains transformed in wild-type strain grown in SC-ura media at 30°C. Protein levels are prepared on two gels from D1-7 and 8–15 and were quantified relative to the ND gene. mRNA levels were quantified by qRT-PCR analysis, and the relative mRNA levels were calculated using 2^-ΔΔCt^ method normalized to *ACT1* reference gene. The data show mean ± SEM (n = 3) of fold change of mRNA level from wild-type cells at 4 H of culture in SC-ura. Protein levels were quantified by preparing cell extracts collected at log phase (4 H) for immunoblotting with anti-HA and anti-Pgk1 antibodies where Pgk1 was used as the loading control. The data show mean ± SEM (n = 3) of fold change of protein level from wild-type cells at 4 H of culture in SC-ura. *P < 0.05, **P < 0.01 as determined by Tukey’s test.

First, we investigated the mRNA level. Our results showed that certain deletion sequences significantly increased the *CLB6* mRNA by 1.5 to 2-fold. These were the sequences, D4 and D5, D9 and D10, and D14 (Fig 11B). As for the other deletions, we suspect that they are not crucial for destabilization as they showed incomparable results with that of the complete sequence.

Next, we investigated the protein level. Unsurprisingly, the same deletion sequences with the increase in mRNA level also showed an increase in protein level. That is, D4 and D5, D9 and D10, and D14 by 3 to 9-fold increase (Fig 11C). The other deletions did not show any significant difference with the complete sequence. From these data, we were able to deduce the certain sequences within the coding region have an immense effect on the destabilization of *CLB6*.

### The 3’ UTR sequence is crucial for *CLB6* expression

Comparing the *CLB1-6* 3’ UTR, we have shown that *CLB6* 3’ UTR was significantly decreased by Ccr4 both on the mRNA and protein level (Fig 10A and 10B, Table 4). This implicated that *CLB6* 3’ UTR contains a sequence responsible for proper degradation. To test this hypothesis, we constructed multiple deletions at the 3’ UTR of *CLB6*. We used the *MCM2* promoter-*GFP-CLB6 3’ UTR* plasmid and prepared deletions of 30 base’s starting from the 2^nd^ bp after the start of 3’ UTR (Fig 12A). Then we measured both the mRNA level and protein level by qRT-PCR and western blot, respectively. Comparing the mRNA level among the deletion constructs, there was no significant difference in all deletion constructs (Fig 12B). Though, D3 and D4 showed slightly higher mRNAs which were almost close to being significant. The lowest was deletion 1 which was close to the undeleted sequence. However, the increase was shown at the protein level on D3 and D4 (Fig 12C). This may further explain that the control mediated by the 3’ UTR only happens at the protein level and not on the mRNA. This elucidates that those regions have a specific sequence critical for the degradation of *CLB6*.

**Fig 12:**
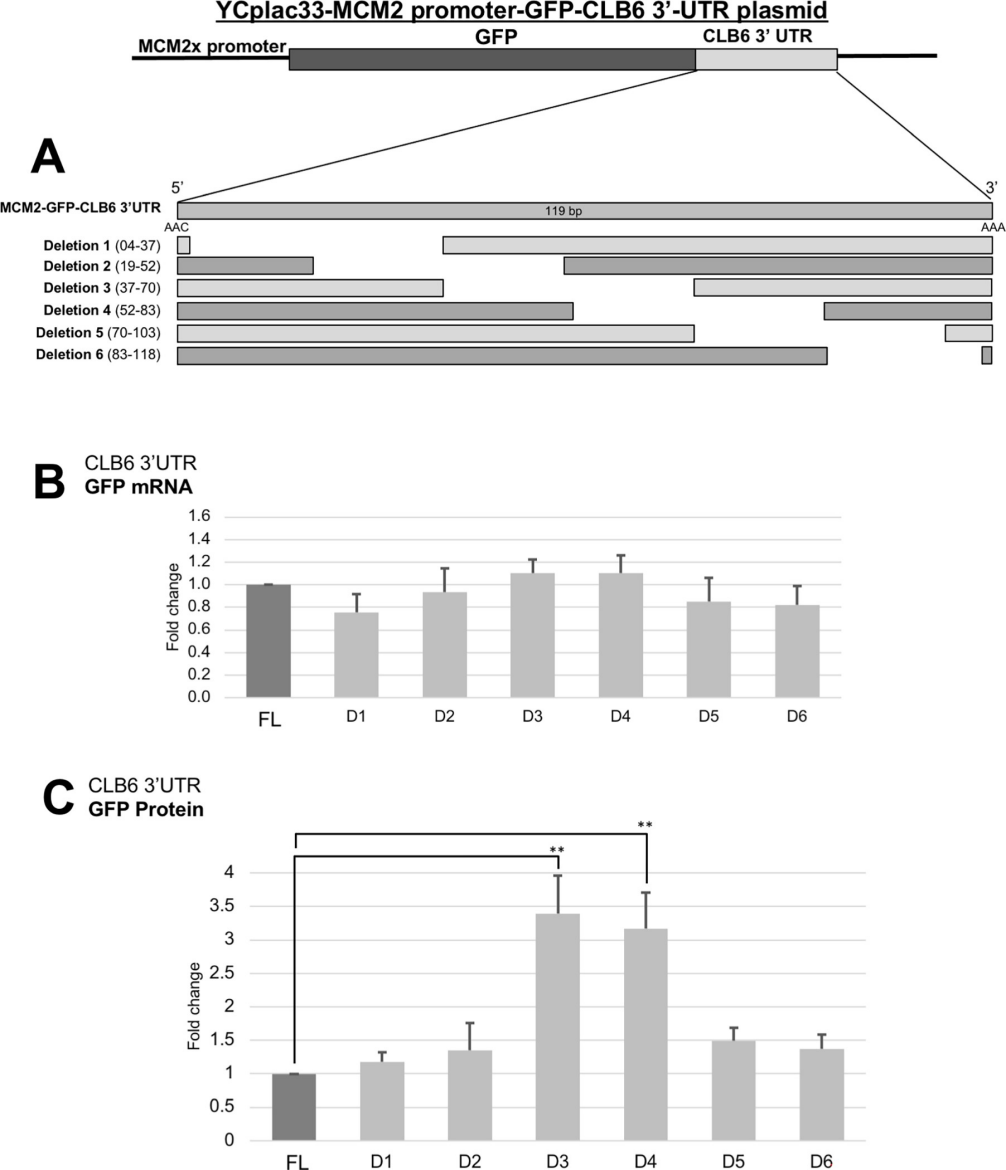
Deletion analysis of the *CLB6* 3’ UTR. Deletion sequences were done by ~30 base pairs deletion per region (Deletion 1 to 6) starting from the 5’ end after the GFP relative to the full-length. The mRNA (B) and protein level (C) in wild-type strain harboring gene construct of *MCM2-GFP-CLB6 3’ UTR* were grown at 30°C in SC-ura media. mRNA levels were quantified by qRT-PCR analysis and were calculated using 2^-ΔΔCt^ method normalized to *ACT1* reference gene. Protein levels were quantified by preparing cell extracts collected at log phase (4 H) for immunoblotting with anti-GFP and anti-Pgk1 antibodies where Pgk1 was used as the loading control. It was plotted as the fold change relative to the ‘no deletion strain’ cells at 4H of culture. The data show mean ± SEM (n = 3) *P < 0.05, **P < 0.01 as determined by Tukey’s test.

### The increase of *CLB6* expression in the *ccr4Δ* mutant is not dependent on the Puf protein

Puf family RNA-binding proteins are known to recruit the Ccr4-Not deadenylase complex to the mRNAs promote decay [9,39,40]. From the previous results, we have shown that *CLB6* was significantly destabilized by Ccr4 on both the coding and 3’ UTR regions. Using the *MCM2* promoter-*GFP-CLB6 3’ UTR* plasmid, we investigated the *GFP* mRNA and protein level on the deletion strains of *PUF1-6* genes and compare them with the *ccr4*Δ mutant. Results showed that there was no significant increase for both the mRNA (Fig 13A) and protein level (Fig 13B) on the *puf1-6*Δ mutants. These results suggest that Puf proteins are not involved in the Ccr4-dependent mRNA destabilization of *CLB6*.

**Fig 13:**
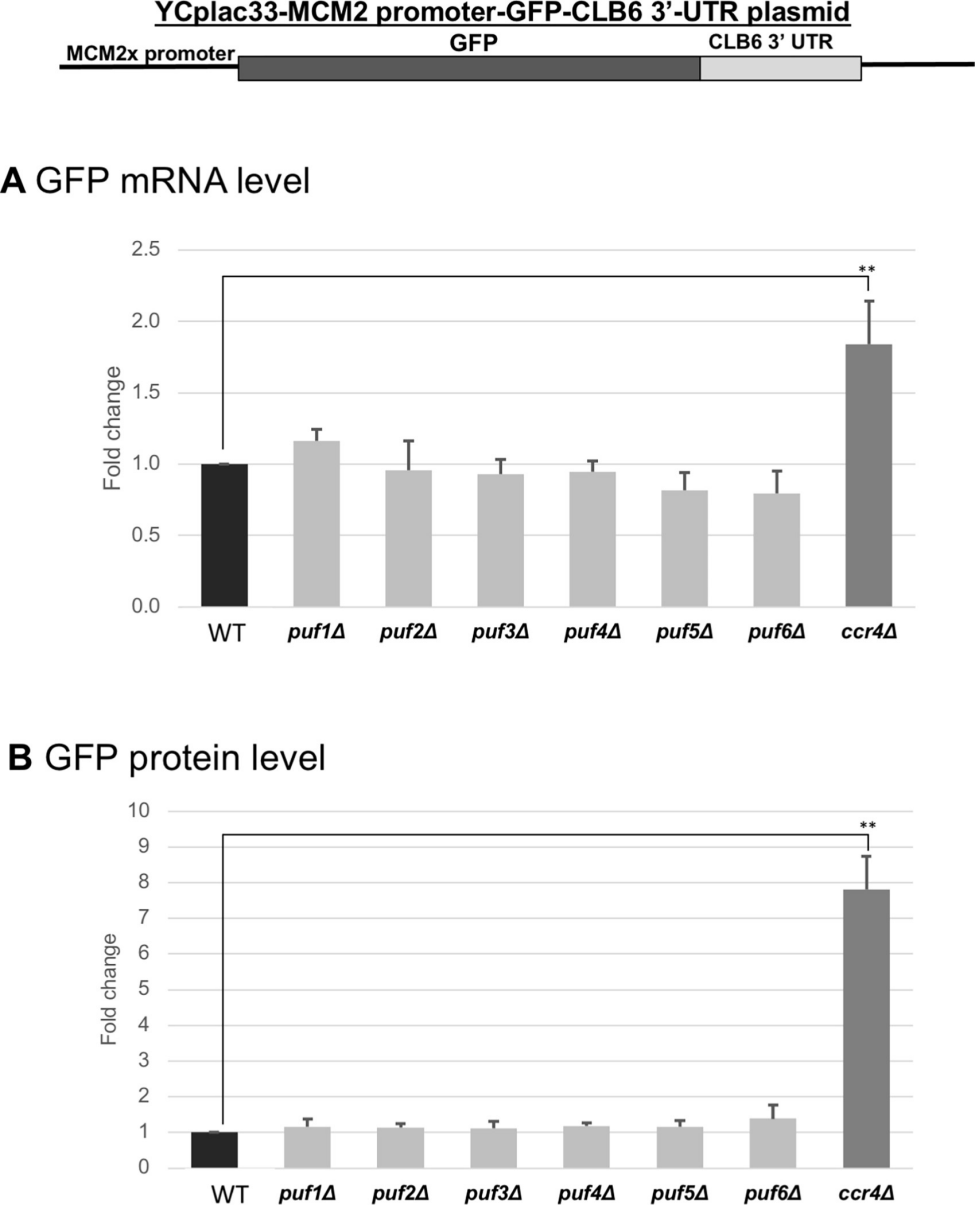
Expression of GFP on gene construct of MCM2-GFP-CLB6 3’-UTR with *pufΔ* mutants. The mRNA (A) and protein (B) levels of GFP in wild-type (WT), *puf1*Δ, *puf2*Δ, *puf3*Δ, *puf4*Δ, *puf5*Δ, *puf6*Δ, and *ccr4*Δ strains harboring the gene constructs of *MCM2-GFP-CLB6 3’UTR* grown at 28°C in SC-ura. mRNA levels were quantified by qRT-PCR analysis, and the relative mRNA levels were calculated using 2^-ΔΔCt^ method normalized to *ACT1* reference gene. The data show mean ± SEM (n = 3) of fold change of mRNA level from wild-type cells at 4 H of culture in SC-ura. Protein levels were quantified by preparing cell extracts collected at log phase (4 H) for immunoblotting with anti-GFP and anti-Pgk1 antibodies where Pgk1 was used as the loading control. The data show mean ± SEM (n = 3) of fold change of protein level from wild-type cells at 4 H of culture in SC-ura. *P < 0.05, **P < 0.01 as determined by Tukey’s test.

### The deletion of *WHI3* showed an increased level of endogenous *CLB* mRNA

To further investigate the possible involvement of other RNA-binding proteins on the expression of *CLB* genes, we prepared several deletion strains, *whi3Δ*, *caf20Δ*, and *eap1Δ* mutants. Whi3 and Caf20 are reported to interact with *CLB* mRNA [41,42]. Eap1 was also selected because Eap1 is an eIF4E-binding protein, similar to Caf20 [43]. Using the same primers for the endogenous mRNA of *CLB1* to *CLB6*, we measured the mRNA levels. Comparing the different deletion strains, we found that the *whi3*Δ mutant showed a significant increase in all *CLB* mRNAs (Fig 14, Table 1). These results suggest that Whi3 may have a role in mRNA destabilization of *CLB* mRNAs.

**Fig 14:**
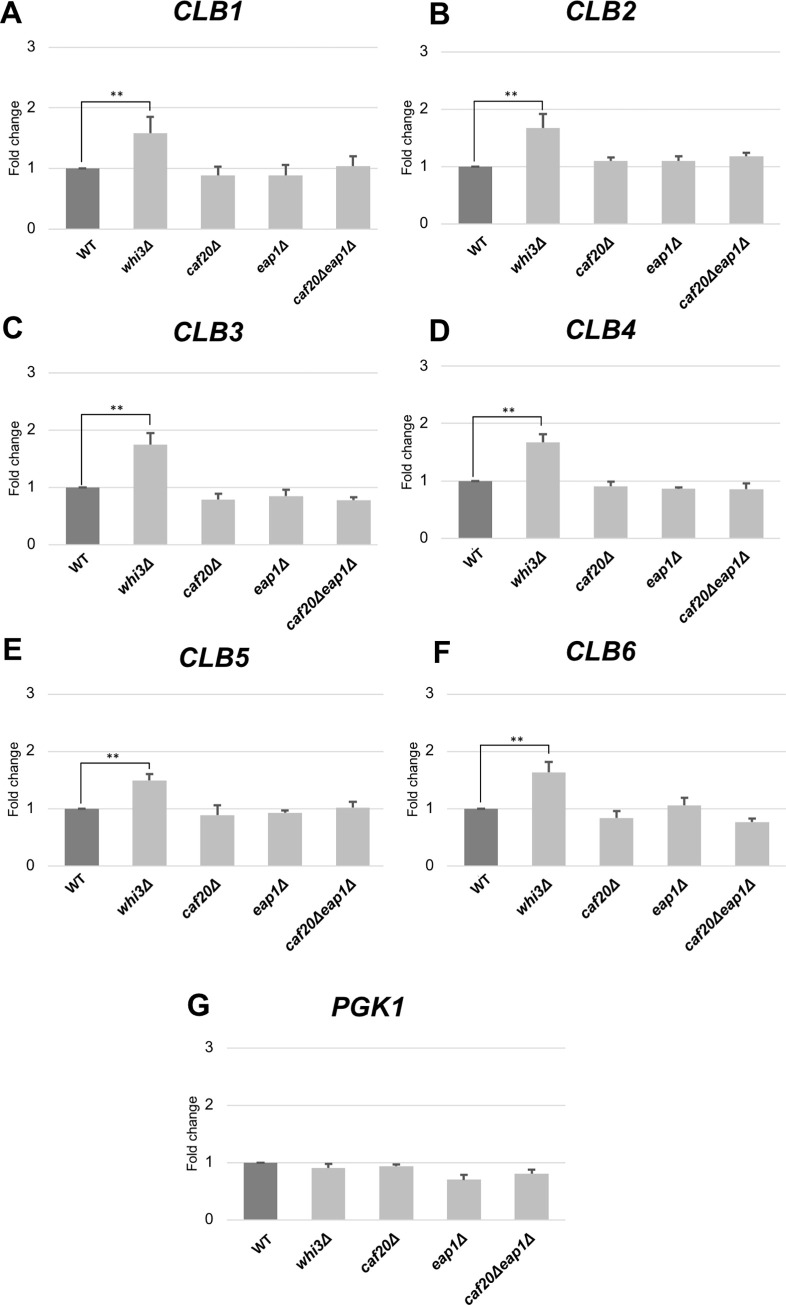
Expression of *CLB1*, *CLB2*, *CLB3*, *CLB4*, *CLB5*, and *CLB6* in *whi3Δ*, *caf20Δ*, *eap1Δ* and *caf20Δ eap1Δ* strains. The mRNA levels of *CLB1* (A), *CLB2 (B)*, *CLB3 (C)*, *CLB4 (D)*, *CLB5 (E)*, and *CLB6 (F)* in *ccr4*Δ mutant strain growing in YPD medium relative to the wild-type strain. *PGK1 (G)* was used as positive control. mRNA levels were quantified by qRT-PCR analysis, and the relative mRNA levels were calculated using 2^-ΔΔCt^ method normalized to *ACT1* reference gene. The data show mean ± SEM (n = 3) of fold change of mRNA level from wild-type cells at 4 H of culture in YPD. *P < 0.05, **P < 0.01 as determined by Tukey’s test.

## Discussion

### Ccr4 is involved in the expression of *CLB* genes

In this study, we examined *CLB1-6* mRNA levels in the *ccr4Δ* mutant. The first experiment was to investigate the significance of Ccr4 on the endogenous *CLB1-6* mRNAs. The data in Fig 1 showed that all *CLB1-6* mRNA levels were increased in the *ccr4Δ* mutant. Although the increase in mRNA happens for all the *CLB1-6* genes, it was most prominent in *CLB6*. While the levels of *CLB1-6* mRNAs are increased in the *ccr4Δ* mutant compared to wild-type, the mRNA levels of G1 cyclin genes, *CLN1-3*, are not increased in the *ccr4Δ* mutant (Table 1). Recent analyses [44] showed that poly A tail lengths of *CLB1-6* mRNA are increased in the *ccr4Δ* mutant (poly A tail lengths in wild-type/*ccr4Δ*, *CLB1*: 36.5/48.4, *CLB2*: 38.8/ 46.8, *CLB3*: 50.7/ 49.7, *CLB4*: 33.0/ 49.7, *CLB5*: 38.1/ 54.4, *CLB6*: 0.01/ 51.7). These data are consistent with our observation that *CLB1-6* mRNA levels are increased in the *ccr4Δ* mutants and that *CLB6* mRNA level is most affected by the *ccr4Δ* mutation. The *CLB6* mRNA level was also significantly increased in the *ccr4*Δ mutant in synchronized culture (Fig 3). On the other hand, the half-lives of *CLB1-CLB6* mRNAs are similar: 3 to 7 mins in wild-type, 10–15 mins in the *ccr4Δ* mutant. The significant increase of the *CLB6* mRNA level may be caused by the multiple effects of the *ccr4Δ* mutation, including mRNA degradation, cell cycle delay, or transcription.

We also examined whether the Clb1-6 protein levels were also affected by the *ccr4Δ* mutation. Unexpectedly, although the *CLB1-6* mRNA levels were increased in the *ccr4Δ* mutant, only Clb2, Clb4, and Clb6 protein levels showed a slight increase in the *ccr4Δ* mutant. Since we have previously shown that Ccr4 plays more important role in the regulation of gene expression in the stationary phase than in the log phase [11], elevated mRNA levels may not be important in the log phase but may be more important in the stationary phase. Since it is reported that translation efficiency is coupled with mRNA stability [45], the translation efficiency of *CLB* mRNAs may be involved in both mRNA and protein levels. Indeed, codon adaptation index of Clb proteins is relatively low: Clb1 0.14, Clb2, 0.12, Clb3 0.13, Clb4 0.13, Clb5 0.13, Clb6 0.17, Pgk1 0.81. Inefficient translation would account for the observation that increased mRNA levels do not confer the increase in the Clb protein levels. Recent study shows that the Ccr4-Not complex monitors the translating ribosome for codon optimality and links the decoding efficiency with mRNA stability [46]. Thus, Ccr4 may be directly involved in not only mRNA degradation but also translation efficiency.

### Both coding sequence and 3’ UTR of *CLB6* mRNA are involved in gene expression

We investigated the role of the coding region of *CLBs* in mRNA expression using the *CLBx-HA-ADH1 3’ UTR* plasmid and the *CLBx-HA-CLBx 3’ UTR* plasmid. Since all the *CLB1-6-HA-ADH1 3’ UTR* mRNA levels were increased in the *ccr4Δ* mutant compared to those in wild-type cells, the coding region of *CLBs* seems to have a role in mRNA expression. We suspected that a certain sequence within the coding region is responsible for the destabilization of the *CLB* mRNAs. Then we examined the region responsible for mRNA destabilization within *CLB6* coding sequence. We found that the *CLB6* coding sequences have three regions, 76–150 (the regions of D4 and D5), 201–278 (the regions of D9 and D10), and 201–278 (the region of D14) (Fig 7). Of these regions, 76–150 (the regions of D4 and D5) are different from the regions that encode the cyclin domain. The regions 201–278 (the regions of D9 and D10) and 201–278 (the region of D14) are the regions that encode the cyclin domain. The region encoding the cyclin domain may be involved in degradation at the mRNA level as well as at the protein level.

From the comparison of the results of the *CLBx-HA-CLBx 3’ UTR* plasmids and the *CLBx-HA-ADH1 3’ UTR* plasmids (Figs 7 and 8, Table 3), we found that the 3’ UTRs of *CLB5* and *CLB6* may have a role in mRNA level. This was further confirmed with the experiments using the *MCM2 promoter-GFP-CLBx 3’ UTR* plasmids. Since the *CLB6* 3’ UTR has the strongest effect, we examined the region responsible for mRNA destabilization within *CLB6* 3’ UTR. We found that the *CLB6* 3’ UTR has a region 37–83 (the regions of D3 and D4) (Fig 12). The results of D3 and D4 showed that the mRNA level did not rise so much, but the protein level rose significantly (Fig 12). Therefore, *CLB6* 3’ UTR controls both mRNA stability and translation efficiency. Our results suggest that the presence of sequences that control the amount of mRNA in both the coding region and the 3’ UTR determines the total amount of mRNA.

### Whi3, but not Puf proteins, is involved in the expression of *CLB* mRNA

Puf family RNA-binding proteins are known to recruit the Ccr4-Not deadenylase complex to the mRNAs promote decay [9,39,40]. However, our results using the *MCM2 promoter-GFP-CLBx 3’ UTR* plasmids suggested that Puf1-6 proteins are not involved in the Ccr4-dependent mRNA destabilization of *CLB6*. We found that Whi3 has a role in mRNA destabilization of *CLB* mRNAs. Whi3 is identified to have a role in stress-dependent RNA processing on various stress conditions [47] and a post-transcriptional control regulator of genes involved in cell division [48]. Whi3 is also known to bind to the *CLN3* mRNA and can cause sterility in old yeast cells [49]. Our results show that there was a significant increase in endogenous *CLB* mRNA with the deletion of this protein. Whi3 is known to have a protein-mRNA interaction with *CLB6* and this is a possible candidate as a regulatory-binding protein which interacts with Ccr4.

In this study, we have demonstrated the role of Ccr4 on the regulation of *CLB* expression. We have shown that this protein is a rate-limiting step on post-transcriptional regulation. Of all the *CLB* genes, it was *CLB6* which showed a potential to be degraded by Ccr4 by recognizing both its coding region and 3’ UTR. For further study, we plan to detect how exactly Ccr4 stabilizes the initiation of DNA synthesis stage, specifically the activation of Cdc28 via *CLB6*.

## Supporting information

S1 Fig Expression of Clb1-HA, Clb2-HA, Clb3-HA, Clb4-HA, Clb5-HA, and CLb6-HA proteins in wild-type and *ccr4*Δ mutant cells harboring the *CLBx-HA-CLBx 3’ UTR* plasmid. (TIFF) Click here for additional data file.

S2 Fig Expression of Clb1-HA, Clb2-HA, Clb3-HA, Clb4-HA, Clb5-HA, and CLb6-HA proteins in wild-type and *ccr4*Δ mutant cells harboring the *CLBx-HA-ADH1 3’ UTR* plasmid. (TIFF) Click here for additional data file.

S3 Fig Expression of GFP protein in wild-type strain harboring the *MCM2 promoter-GFP-CLBx 3’ UTR* plasmids. (TIFF) Click here for additional data file.

S4 Fig Expression of GFP protein in wild-type and *ccr4Δ* mutant cells harboring the *MCM2 promoter-GFP-CLBx 3’ UTR* plasmids. (TIFF) Click here for additional data file.

S5 Fig Deletion analysis of the *CLB6* coding sequence using the *CLB6-HA-CLB6 3’ UTR* plasmid. Protein levels were quantified by preparing cell extracts collected at log phase (4 H) for immunoblotting with anti-HA and anti-Pgk1 antibodies where Pgk1 was used as the loading control.
(TIFF) Click here for additional data file.

S6 Fig Deletion analysis of the *CLB6* 3’ UTR using the *MCM2 promoter-GFP-CLB6 3’-UTR* plasmid. Protein levels were quantified by preparing cell extracts collected at log phase (4 H) for immunoblotting with anti-GFP and anti-Pgk1 antibodies where Pgk1 was used as the loading control.
(TIFF) Click here for additional data file.

S1 Table Strains used in this study. (DOCX) Click here for additional data file.

S2 Table Plasmids used in this study. (DOCX) Click here for additional data file.

S3 Table Primers used for cloning of CLBx 3’ UTR. (DOCX) Click here for additional data file.

S4 Table Primers used for constructing CLBx-HA-ADH1 3’ UTR plasmid. (DOCX) Click here for additional data file.

S5 Table Primers used for constructing CLBx-HA-CLBx 3’ UTR plasmid. (DOCX) Click here for additional data file.

S6 Table Primers used for the deletion sequences of *CLB6* coding region of 50 amino acids each. (DOCX) Click here for additional data file.

S7 Table Primers used for the deletion sequences of *CLB6* 3’ UTR of 30 bases each. (DOCX) Click here for additional data file.

S8 Table Primers for RT-PCR used in this study. (DOCX) Click here for additional data file.

# Supplementary material for: Regulation of CLB6 expression by the cytoplasmic deadenylase Ccr4 through its coding and 3’ UTR regions
**Source:** PLoS One. 2022 May 6;17(5):e0268283. doi: 10.1371/journal.pone.0268283
**Supplement:** S1 Table

**S1 Table. Strains used in this study**

| Strain | Genotype | Source |
| --- | --- | --- |
| 10B | *MATα ade2 trp1 can1 leu2 his3 ura3 GAL psi+ HOp-ADE2-HO 3' UTR* | 31 |
| 10BD | *MATa/MATα ade2/ade2 trp1/trp1 can1/can1 leu2/leu2 his3/his3 ura3/ura3* | 31 |
| 10BD-c4k1m1 | *MATa/MATα ade2/ade2 trp1/trp1 can1/can1 leu2/leu2 his3/his3 ura3/ura3 CCR4/ccr4Δ::CgLEU2 KHD1/khd1Δ::CgTRP1 MIH1/mih1Δ::CgHIS3* | This study |
| 10BD-c4k1s1 | *MATa/MATα ade2/ade2 trp1/trp1 can1/can1 leu2/leu2 his3/his3 ura3/ura3 CCR4/ccr4Δ::CgLEU2 KHD1/khd1Δ::CgTRP1 SWE1/swe1Δ::CgHIS3* | This study |
| *ccr4∆* | *MATa ade2 trp1 can1 leu2 his3 ura3 ccr4Δ::CgLEU2* | 34 |
| *pop2∆* | *MATa ade2 trp1 can1 leu2 his3 ura3 pop2Δ::CgLEU2* | 34 |
| *not1* | *MATa trp1 leu2 ura3 gcn4∆ cdc39-2* | 51 |
| *not2* | *MATa trp1 leu2 ura3 gcn4∆ cdc36* | 51 |
| *not4∆* | *MATa ade2 trp1 can1 leu2 his3 ura3 not4Δ::CgLEU2* | This study |
| *bar1∆* | *MATa ade2 trp1 can1 leu2 his3 ura3 bar1Δ::CgHIS3* | This study |
| *bar1∆ ccr4∆* | *MATa ade2 trp1 can1 leu2 his3 ura3 bar1Δ::CgHIS3 ccr4Δ::CgLEU2* | This study |
| *puf1∆* | *MATa ade2 trp1 can1 leu2 his3 ura3 puf1Δ::CgLEU2* | This study |
| *puf2∆* | *MATa ade2 trp1 can1 leu2 his3 ura3 puf2Δ::CgLEU2* | This study |
| *puf3∆* | *MATa ade2 trp1 can1 leu2 his3 ura3 puf3Δ::CgLEU2* | This study |
| *puf4∆* | *MATa ade2 trp1 can1 leu2 his3 ura3 puf4Δ::CgLEU2* | This study |
| *puf5∆* | *MATa ade2 trp1 can1 leu2 his3 ura3 puf5Δ::CgLEU2* | This study |
| *whi3Δ* | *MATa ade2 trp1 can1 leu2 his3 ura3 whi3Δ::CgLEU2* | This study |
| *caf20Δ* | *MATa ade2 trp1 can1 leu2 his3 ura3 caf20Δ::CgTRP1* | This study |
| *eap1Δ* | *MATa ade2 trp1 can1 leu2 his3 ura3 eap1Δ::CgLEU2* | This study |
| *caf20Δ eap1Δ* | *MATa ade2 trp1 can1 leu2 his3 ura3 caf20Δ::CgTRP1 eap1Δ::CgLEU2* | This study |

51. Collart MA, Struhl K. NOT1(CDC39), NOT2(CDC36), NOT3, and NOT4 encode a global-negative regulator of transcription that differentially affects TATA-element utilization. Genes Dev. 1994 Mar 1;8(5):525-37. doi: 10.1101/gad.8.5.525.

# Supplementary material for: Regulation of CLB6 expression by the cytoplasmic deadenylase Ccr4 through its coding and 3’ UTR regions
**Source:** PLoS One. 2022 May 6;17(5):e0268283. doi: 10.1371/journal.pone.0268283
**Supplement:** S2 Table

**S2 Table. Plasmids used in this study**

| Plasmids | Relevant markers | Reference |
| --- | --- | --- |
| YCplac33 | *URA3, CEN-ARS* | 52 |
| YCplac33- CLB1-HA-CLB1 3’-UTR | *URA3, CEN-ARS, CLB1-3HA* | This study |
| YCplac33- CLB2-HA-CLB2 3’-UTR | *URA3, CEN-ARS, CLB2-3HA* | This study |
| YCplac33- CLB3-HA-CLB3 3’-UTR | *URA3, CEN-ARS, CLB3-3HA* | This study |
| YCplac33- CLB4-HA-CLB4 3’-UTR | *URA3, CEN-ARS, CLB4-3HA* | This study |
| YCplac33- CLB5-HA-CLB5 3’-UTR | *URA3, CEN-ARS, CLB5-3HA* | This study |
| YCplac33- CLB6-HA-CLB1 3’-UTR | *URA3, CEN-ARS, CLB6-3HA* | This study |
| YCplac33- CLB1-HA-ADH1 3’-UTR | *URA3, CEN-ARS, CLB1-3HA* | This study |
| YCplac33- CLB2-HA-ADH1 3’-UTR | *URA3, CEN-ARS, CLB2-3HA* | This study |
| YCplac33- CLB3-HA-ADH1 3’-UTR | *URA3, CEN-ARS, CLB3-3HA* | This study |
| YCplac33- CLB4-HA-ADH1 3’-UTR | *URA3, CEN-ARS, CLB4-3HA* | This study |
| YCplac33- CLB5-HA-ADH1 3’-UTR | *URA3, CEN-ARS, CLB5-3HA* | This study |
| YCplac33- CLB6-HA-ADH1 3’-UTR | *URA3, CEN-ARS, CLB6-3HA* | This study |
| YCplac33-MCM2-GFP-ADH1 3’-UTR | *URA3, CEN-ARS, GFP* | This study |
| YCplac33- MCM2-GFP-CLB1 3’-UTR | *URA3, CEN-ARS, GFP* | This study |
| YCplac33- MCM2-GFP-CLB2 3’-UTR | *URA3, CEN-ARS, GFP* | This study |
| YCplac33- MCM2-GFP-CLB3 3’-UTR | *URA3, CEN-ARS, GFP* | This study |
| YCplac33- MCM2-GFP-CLB4 3’-UTR | *URA3, CEN-ARS, GFP* | This study |
| YCplac33- MCM2-GFP-CLB5 3’-UTR^,^ | *URA3, CEN-ARS, GFP* | This study |
| YCplac33- MCM2-GFP-CLB6 3’-UTR | *URA3, CEN-ARS, GFP* | This study |
| pCgLEU2 | *C. glabrata LEU2* in pUC19 | 25 |
| pCgHIS3 | *C. glabrata HIS3* in pUC19 | 25 |
| pCgTRP1 | *C. glabrata TRP1* in pUC19 | 25 |
| pFA6a-3HA-kanMX6 | *3HA-ADH1* terminator, kanamycin resistance cassette | 23 |

52. Gietz R D, Sugino A. New yeast-Escherichia coli shuttle vectors constructed with in vitro mutagenized yeast genes lacking six-base pair restriction sites. Gene. 1988 Dec 30;74(2):527-34. doi: 10.1016/0378-1119(88)90185-0.

# Supplementary material for: Regulation of CLB6 expression by the cytoplasmic deadenylase Ccr4 through its coding and 3’ UTR regions
**Source:** PLoS One. 2022 May 6;17(5):e0268283. doi: 10.1371/journal.pone.0268283
**Supplement:** S3 Table

**S3 Table. Primers used for cloning of CLBx 3’-UTR**

| 3’-UTR | Forward primer* | Reverse primer** |
| --- | --- | --- |
| *CLB1* | AGGTGCTAGCCTACACAGAAAACC | ATCAAAATTATAGCCAGCTAACCC |
| *CLB2* | GAAGAGGGGCAGATGCTTAAAATA | TTGTCTACCCTCGCTACATG |
| *CLB3* | AAAGCCTCAGCTCGAGACATGGCA | CTTTATCCCGCAAACCTTCC |
| *CLB4* | CTTACTCATCTTAACACCATTTGC | CTTCTACTGCGAATGCCGCTTAC |
| *CLB5* | ATTAGTACTAGTAATGCTCATGAA | TGTAGCGAGGGTAGACAAAG |
| *CLB6* | AACATAGATCAAAATTATAGCCAG | TGCATGAGTGAAGGTGCTAG |

*+ GAACTATACAAATAGGGCGCGCC – reverse complement of GFP TER region

**+ TTGTAAAACGACGGCCAGTGAATTC – ECOR1 site of YCplac33

# Supplementary material for: Regulation of CLB6 expression by the cytoplasmic deadenylase Ccr4 through its coding and 3’ UTR regions
**Source:** PLoS One. 2022 May 6;17(5):e0268283. doi: 10.1371/journal.pone.0268283
**Supplement:** S4 Table

**S4 Table. Primers used for constructing CLBx-3HA-ADH1 3’-UTR plasmid**

| 3’-UTR | 45-bp upstream stop codon* | 45-bp downstream stop codon (complementary)** |
| --- | --- | --- |
| *CLB2* | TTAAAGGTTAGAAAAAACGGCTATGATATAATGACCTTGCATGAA | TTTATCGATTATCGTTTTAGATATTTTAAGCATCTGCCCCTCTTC |
| *CLB3* | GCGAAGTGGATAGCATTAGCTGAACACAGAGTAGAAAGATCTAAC | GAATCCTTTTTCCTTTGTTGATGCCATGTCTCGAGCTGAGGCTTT |
| *CLB4* | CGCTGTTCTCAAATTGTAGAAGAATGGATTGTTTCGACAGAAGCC | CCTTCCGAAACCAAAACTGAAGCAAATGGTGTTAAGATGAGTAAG |
| *CLB5* | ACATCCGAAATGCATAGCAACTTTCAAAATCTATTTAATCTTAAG | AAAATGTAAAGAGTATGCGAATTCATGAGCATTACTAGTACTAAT |
| *CLB6* | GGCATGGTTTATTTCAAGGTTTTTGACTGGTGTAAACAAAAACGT | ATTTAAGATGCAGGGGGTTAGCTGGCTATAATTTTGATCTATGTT |

# Supplementary material for: Regulation of CLB6 expression by the cytoplasmic deadenylase Ccr4 through its coding and 3’ UTR regions
**Source:** PLoS One. 2022 May 6;17(5):e0268283. doi: 10.1371/journal.pone.0268283
**Supplement:** S5 Table

**S5 Table. Primers used for constructing CLBx-3HA-CLBx 3’-UTR plasmid**

|  | Forward primer* | Reverse primer (complementary)** |
| --- | --- | --- |
| *CLB2* | ACCCTGTTCTTGACCGTCTACTAAGG | GATATTTTAAGCATCTGCCCCTCTTC |
| *CLB3* | TATGACGATTCACTGGGTATCAGCG | GCCATGTCTCGAGCTGAGGCTTT |
| *CLB4* | TCGGGAACAGTACTCATTCCGACAG | CTGAAGCAAATGGTGTTAAGATGAGTAAG |
| *CLB5* | TTTTATGTCCCCACGTTACACCGCATG | GCGAATTCATGAGCATTACTAGTACTAAT |
| *CLB6* | CTGTTGGTCCTTAGTTCGATCCTGAG | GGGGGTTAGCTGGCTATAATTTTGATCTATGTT |

# Supplementary material for: Regulation of CLB6 expression by the cytoplasmic deadenylase Ccr4 through its coding and 3’ UTR regions
**Source:** PLoS One. 2022 May 6;17(5):e0268283. doi: 10.1371/journal.pone.0268283
**Supplement:** S6 Table

**S6 Table. Primers used for the deletion sequences of *CLB6* coding region of 50 amino acids each**

| Deletion | Amino acid deletion | Deleted Sequence | Forward primer | Reverse primer |
| --- | --- | --- | --- | --- |
| 1 | 2-50 | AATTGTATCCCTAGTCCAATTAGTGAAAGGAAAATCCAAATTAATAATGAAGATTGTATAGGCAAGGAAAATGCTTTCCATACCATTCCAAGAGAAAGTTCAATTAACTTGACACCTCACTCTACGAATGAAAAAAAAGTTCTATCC | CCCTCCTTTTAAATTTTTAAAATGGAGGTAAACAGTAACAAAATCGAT | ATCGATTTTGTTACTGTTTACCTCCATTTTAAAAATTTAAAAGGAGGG |
| 2 | 25-75 | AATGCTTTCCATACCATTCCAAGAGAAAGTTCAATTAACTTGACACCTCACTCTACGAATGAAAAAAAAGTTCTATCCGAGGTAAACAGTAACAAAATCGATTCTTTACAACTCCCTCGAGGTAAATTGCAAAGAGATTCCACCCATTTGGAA | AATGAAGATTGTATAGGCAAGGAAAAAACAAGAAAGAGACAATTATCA | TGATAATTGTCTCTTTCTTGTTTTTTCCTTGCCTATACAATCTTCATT |
| 3 | 51-100 | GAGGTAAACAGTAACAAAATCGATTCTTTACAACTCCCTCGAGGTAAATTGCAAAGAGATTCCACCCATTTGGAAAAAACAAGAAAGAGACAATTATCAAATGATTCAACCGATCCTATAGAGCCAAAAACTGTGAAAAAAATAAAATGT | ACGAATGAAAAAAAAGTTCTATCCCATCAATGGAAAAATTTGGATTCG | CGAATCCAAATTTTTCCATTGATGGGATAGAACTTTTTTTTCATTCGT |
| 4 | 76-125 | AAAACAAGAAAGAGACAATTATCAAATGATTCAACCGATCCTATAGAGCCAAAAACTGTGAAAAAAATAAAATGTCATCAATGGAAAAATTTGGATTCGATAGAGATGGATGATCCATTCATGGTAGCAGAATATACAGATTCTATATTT | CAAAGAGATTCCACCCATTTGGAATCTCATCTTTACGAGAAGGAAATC | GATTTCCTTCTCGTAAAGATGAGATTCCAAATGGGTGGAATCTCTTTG |
| 5 | 101-150 | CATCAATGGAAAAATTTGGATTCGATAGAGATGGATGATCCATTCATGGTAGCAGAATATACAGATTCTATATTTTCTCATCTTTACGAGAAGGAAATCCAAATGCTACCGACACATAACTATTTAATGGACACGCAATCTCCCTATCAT | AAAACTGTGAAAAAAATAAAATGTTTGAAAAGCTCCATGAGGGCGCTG | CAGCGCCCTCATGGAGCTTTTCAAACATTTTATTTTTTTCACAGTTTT |
| 6 | 126-176 | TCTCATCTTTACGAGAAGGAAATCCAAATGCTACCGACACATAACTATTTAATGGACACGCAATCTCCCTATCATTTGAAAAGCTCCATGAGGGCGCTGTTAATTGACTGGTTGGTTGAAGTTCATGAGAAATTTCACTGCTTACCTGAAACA | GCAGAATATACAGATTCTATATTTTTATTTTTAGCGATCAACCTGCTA | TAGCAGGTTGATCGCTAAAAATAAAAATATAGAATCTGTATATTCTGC |
| 7 | 151-200 | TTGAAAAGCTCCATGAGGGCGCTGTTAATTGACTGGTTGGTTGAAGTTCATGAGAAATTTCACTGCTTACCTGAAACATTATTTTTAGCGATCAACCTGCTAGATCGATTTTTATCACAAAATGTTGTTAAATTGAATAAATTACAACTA | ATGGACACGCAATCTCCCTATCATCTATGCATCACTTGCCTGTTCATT | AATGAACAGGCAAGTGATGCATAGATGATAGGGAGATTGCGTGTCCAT |
| 8 | 177-227 | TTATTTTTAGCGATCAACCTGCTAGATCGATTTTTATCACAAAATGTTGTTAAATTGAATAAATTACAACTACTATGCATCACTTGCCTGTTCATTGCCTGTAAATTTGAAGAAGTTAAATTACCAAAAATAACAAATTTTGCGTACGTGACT | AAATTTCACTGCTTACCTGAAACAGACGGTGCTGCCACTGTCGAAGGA | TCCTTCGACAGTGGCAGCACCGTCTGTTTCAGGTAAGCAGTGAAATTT |
| 9 | 201-250 | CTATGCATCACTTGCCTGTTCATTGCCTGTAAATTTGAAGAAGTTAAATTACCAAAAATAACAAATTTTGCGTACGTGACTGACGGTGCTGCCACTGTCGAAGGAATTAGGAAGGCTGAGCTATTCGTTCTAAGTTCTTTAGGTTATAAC | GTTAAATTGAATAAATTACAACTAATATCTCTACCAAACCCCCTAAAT | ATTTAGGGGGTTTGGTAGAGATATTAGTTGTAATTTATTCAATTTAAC |
| 10 | 228-278 | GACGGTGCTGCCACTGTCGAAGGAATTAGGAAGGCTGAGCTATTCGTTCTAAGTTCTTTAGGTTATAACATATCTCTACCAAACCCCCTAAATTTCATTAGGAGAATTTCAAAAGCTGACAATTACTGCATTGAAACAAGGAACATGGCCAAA | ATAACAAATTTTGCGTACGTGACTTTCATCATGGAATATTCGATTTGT | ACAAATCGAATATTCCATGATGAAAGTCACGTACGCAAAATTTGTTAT |
| 11 | 251-300 | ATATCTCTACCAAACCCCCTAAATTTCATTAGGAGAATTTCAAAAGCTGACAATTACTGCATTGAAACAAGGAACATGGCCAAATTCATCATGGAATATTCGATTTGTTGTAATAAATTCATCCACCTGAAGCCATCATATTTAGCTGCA | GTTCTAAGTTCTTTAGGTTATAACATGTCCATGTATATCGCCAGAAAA | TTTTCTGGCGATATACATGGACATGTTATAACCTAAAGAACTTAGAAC |
| 12 | 279-329 | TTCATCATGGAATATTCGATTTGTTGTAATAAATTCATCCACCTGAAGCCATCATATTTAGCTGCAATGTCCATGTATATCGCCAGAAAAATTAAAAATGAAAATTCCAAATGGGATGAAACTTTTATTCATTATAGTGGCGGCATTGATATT | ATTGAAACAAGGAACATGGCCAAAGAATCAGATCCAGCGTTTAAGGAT | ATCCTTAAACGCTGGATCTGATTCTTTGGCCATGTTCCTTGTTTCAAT |
| 13 | 301-350 | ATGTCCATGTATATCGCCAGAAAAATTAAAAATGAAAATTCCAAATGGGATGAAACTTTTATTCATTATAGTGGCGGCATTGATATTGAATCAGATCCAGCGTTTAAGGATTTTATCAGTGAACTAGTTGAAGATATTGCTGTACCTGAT | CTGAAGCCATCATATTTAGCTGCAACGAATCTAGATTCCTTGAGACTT | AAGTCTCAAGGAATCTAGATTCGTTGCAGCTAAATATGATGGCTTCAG |
| 14 | 330-380 | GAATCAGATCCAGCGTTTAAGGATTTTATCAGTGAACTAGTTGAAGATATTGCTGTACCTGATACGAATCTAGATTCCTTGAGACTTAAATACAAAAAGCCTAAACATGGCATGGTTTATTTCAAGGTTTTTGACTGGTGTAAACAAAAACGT | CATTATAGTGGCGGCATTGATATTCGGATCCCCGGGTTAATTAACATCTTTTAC | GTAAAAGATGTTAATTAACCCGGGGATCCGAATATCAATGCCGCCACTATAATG |
| 15 | 351-381 | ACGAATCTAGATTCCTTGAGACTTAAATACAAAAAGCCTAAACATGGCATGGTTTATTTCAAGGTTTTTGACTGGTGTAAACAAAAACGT | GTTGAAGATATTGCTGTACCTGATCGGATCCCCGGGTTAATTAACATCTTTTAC | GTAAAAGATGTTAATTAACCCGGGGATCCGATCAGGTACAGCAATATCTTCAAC |

# Supplementary material for: Regulation of CLB6 expression by the cytoplasmic deadenylase Ccr4 through its coding and 3’ UTR regions
**Source:** PLoS One. 2022 May 6;17(5):e0268283. doi: 10.1371/journal.pone.0268283
**Supplement:** S7 Table

**S7 Table. Primers used for the deletion sequences of *CLB6* 3’-UTR of 30 bases each**

| Deletion | Amino acid deletion | Deleted Sequence | Forward primer | Reverse primer |
| --- | --- | --- | --- | --- |
| 1 | 2-12 | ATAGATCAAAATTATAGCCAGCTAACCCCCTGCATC | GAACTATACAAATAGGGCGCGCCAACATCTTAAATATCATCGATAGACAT | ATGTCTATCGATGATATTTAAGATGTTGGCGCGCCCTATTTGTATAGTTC |
| 2 | 7-17 | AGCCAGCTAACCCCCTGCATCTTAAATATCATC | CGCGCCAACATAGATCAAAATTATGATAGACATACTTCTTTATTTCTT | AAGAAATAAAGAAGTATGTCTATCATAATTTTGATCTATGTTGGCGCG |
| 3 | 13-23 | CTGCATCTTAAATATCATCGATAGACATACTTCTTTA | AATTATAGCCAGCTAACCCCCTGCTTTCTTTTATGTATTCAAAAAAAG | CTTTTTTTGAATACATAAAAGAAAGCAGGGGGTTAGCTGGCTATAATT |
| 4 | 18-28 | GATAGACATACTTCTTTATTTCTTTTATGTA | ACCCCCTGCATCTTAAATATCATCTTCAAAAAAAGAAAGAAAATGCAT | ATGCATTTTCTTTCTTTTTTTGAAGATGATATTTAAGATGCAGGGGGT |
| 5 | 24-34 | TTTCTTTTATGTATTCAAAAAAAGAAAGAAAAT | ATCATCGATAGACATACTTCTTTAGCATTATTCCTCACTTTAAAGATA | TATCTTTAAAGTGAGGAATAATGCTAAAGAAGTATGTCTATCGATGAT |
| 6 | 29-39 | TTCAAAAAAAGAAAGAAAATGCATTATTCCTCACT | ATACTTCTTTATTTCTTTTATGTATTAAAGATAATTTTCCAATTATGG | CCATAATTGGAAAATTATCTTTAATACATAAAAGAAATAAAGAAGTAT |

# Supplementary material for: Regulation of CLB6 expression by the cytoplasmic deadenylase Ccr4 through its coding and 3’ UTR regions
**Source:** PLoS One. 2022 May 6;17(5):e0268283. doi: 10.1371/journal.pone.0268283
**Supplement:** S8 Table

**S8 Table. Primers for RT-PCR used in this study**

|  | Forward primer | Reverse primer |
| --- | --- | --- |
| *ACT1* | TGCCGAAAGAATGCAAAAGG | TCTGGAGGAGCAATGATCTTGA |
| *SCR1* | AACCGTCTTTCCTCCGTCGTAA | CTACCTTGCCGCACCAGACA |
| *GFP* | CACTGGAGTTGTCCCAATTCTTG | TCCGTATGTTGCATCACCTTCA |
| *CLB1* | TTCCGAGCAAGAAAAGCAGC | TCGTACTCCTCCAGAACCTC |
| *CLB2* | GCCGATGACTTCACCTCCTC | CTGCTGCTTTTCTTGCTCGG |
| *CLB3* | GGAACAAGAGGAACCCGTTG | AATTCGGCAACCATGACCAC |
| *CLB4* | CAGCAGATTCAAGCCGATGA | AGCGTACTCCACAACCATCA |
| *CLB5* | ACGGCAGCAGAGCAAGAAGA | TCTAGGTCCTGCCAGCCTAC |
| *CLB6* | GCGATCAACCTGCTAGATCG | ACGAATAGCTCAGCCTTCCT |
| *RNR1* | CCATGGCACCAATGCCTACT | CACCGGATAAGACACGACGG |
| *SIC1* | GGCTTACGTCTCCTCAACGC | CGACCCAATGGTTCCTGCTC |
| *CLB1-3HA* | GAGCGGATCCCCGGGTTAAT | TAGTCCGGGACGTCATACGG |
| *CLB2-3HA* | CCTTGCATGAACGGATCCCC | CGTCATACGGATAGCCCGCA |
| *CLB3-3HA* | AACCGGATCCCCGGGTTAAT | TAGTCCGGGACGTCATACGG |
| *CLB4-3HA* | TGTTTCGACAGAAGCCCGGA | CGTCATACGGATAGCCCGCA |
| *CLB5-3HA* | AAGCGGATCCCCGGGTTAAT | TAGTCCGGGACGTCATACGG |
| *CLB6-3HA* | CGTCGGATCCCCGGGTTAAT | TAGTCCGGGACGTCATACGG |

How the deposited data were processed for this re-analysis (not part of the article)

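Gene expression was measured on 1-colour Agilent yeast arrays in wild-type, *ccr4Δ* and *ccr4Δ pbp1Δ* cells in log phase and in stationary phase, with 1 array for each of the 6 conditions. The qRT-PCR, western blot and tetrad experiments of the paper were not analysed here. The authors deposited the intensity of each spot as the scanner software Feature Extraction 11.0.1.1 gave it, with background treatment and flags, and a table of processed intensities with 6316 rows, of which 6256 matched a probe of the scanner files. The sorted values of that table are the same in every array, so the authors' processed intensities are quantile-normalized. The step is not named in the text.

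From the deposited intensities, control spots and spots flagged as outliers were left out, log2 of the processed signal was taken, and the 75th percentile of each array was subtracted. The 2 spots of a probe were averaged, and a gene's value is the mean of its probes. Of 6225 systematic names, 6196 had 1 probe and 29 had more, and in 2 of these the probes went in opposite directions in *ccr4Δ* over wild-type in log phase. Gene symbols came from the RefSeq table of assembly GCF_000146045.2, in which 5720 of the 6225 systematic names were found. The array design is annotated on an earlier build, so the table was used only for names and neighbouring genes. A probe counted as measured on an array when both of its spots were well above background, and a gene when at least 1 of its probes was. The probe sequences were not used, so hybridization between close relatives such as *CLB1* and *CLB2* was not checked. Between 92.7% and 98.4% of the probes were well above background, and the SD between spots was 0.08 to 0.09 on the log2 scale.

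Ratios were taken between pairs of arrays in 1 growth phase, *ccr4Δ* over wild-type and *ccr4Δ pbp1Δ* over *ccr4Δ*. With 1 array per condition they have no replicate check and no p-value, and genes changed at least 1.5-fold were counted among genes well above background on both arrays. A gene not well above background on 1 of the arrays has only a bound, given as "at least". For each gene list, the median log2 ratio was set among 10000 random lists of the same size, matched on mean expression in 20 bins. The lists were the *CLB* genes, the *CLN* genes, a-specific genes, α-specific genes, G1/S genes, histones, G2/M genes, M/G1 genes, stationary phase genes, ribosomal proteins and mitochondrial ribosomal proteins. The additive fit used lmFit and eBayes of limma 3.58.1 in R 4.3.3 on the 5728 genes well above background on all 6 arrays, with strain and growth phase as terms, 2 residual degrees of freedom and Benjamini-Hochberg adjustment at 0.05. Whether the growth phases of a strain come from 1 culture is not stated, so it is not a test over independent cultures. Other steps used Python 3.11.15, pandas 2.3.3 and scipy 1.17.1.

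The fit was tested on simulated data for *ccr4Δ* over wild-type with 5728 genes, of which 200 were changed by a log2 difference of 2 with a residual SD of 0.29. It recovered 100% of them, and 2.91% of its 206 calls were false. Every simulated gene had the same residual SD, and each changed gene had the same difference in both growth phases. The arrays do not have these properties, so the simulation checks the code and does not give the power or error rate on the arrays. The list percentile was tested on simulated ratios of 5765 genes: of 100 random lists of 4 genes, 5 fell outside the middle 95%, and of 100 lists of 12 genes, 8 did. A list shifted by a known amount lay at a percentile of 100.0.

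The rule for the genes named in the text was fixed before the data were examined: every gene the paper names that has a probe, the members of the lists, and the 5 largest rises and 5 largest falls in log phase among genes measured on all arrays of a comparison and changed at least 1.5-fold the same way in both growth phases. *HMRA1*, *MATALPHA1*, *HMLALPHA1*, YCR041W, YCR097W-A, YGR109W-A, YHR213W and YIL082W-A fall outside that rule and were named after their values were seen. The alternatives tried were no scaling, median scaling, quantile normalization, normexp background correction with an offset of 50, the authors' processed values, the brightest probe of a gene, no filter on dim probes, a 2-fold limit, a trended prior in the fit and leaving out each array. The brightest-probe rule leaves the ratio of a gene with 1 probe unchanged, as for all *CLB* and *CLN* genes. No scaling and median scaling shift all genes alike, so they leave the percentile of a list unchanged. Normexp was planned on the mean signal, and the median signal was used because the scanner tables hold no column of the mean signal. The slide as a block was not run, since slide 1 holds only the wild-type log phase array and such a block equals leaving that array out. *ACT1* as the reference of each array was added after the values were seen.

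Some choices were made with the data in view. The 1.5-fold limit was set before the data were examined, but from the values of Table 2. The filter of the additive fit, well above background on all 6 arrays, was not part of the design written beforehand. The ratios and list medians had been looked at before most tests of explanations were written, and the closing section names these tests. A test of the *CLB* genes among genes of a like shift to the stationary state was written for *CLB1*, *CLB2*, *CLB4* and *CLB6* and narrowed to *CLB6* once its values were seen, and the values of all 4 genes are given. The verdict on the G2/M list was made weaker once the other cell cycle lists were seen to lie high too. A minimum size for the difference between growth phases was dropped, which added *CLN2* to the genes reported there. The verdict on a change of the *CLB6* locus was made weaker once the stationary phase values were set beside those of log phase, and read-through, first named with it, was dropped once the orientation of the genes was looked at. The verdicts on a larger share of cells in G1 and S for *CLB6*, and on a less complete shift to the stationary state, were made weaker once other lists and genes were weighed, and because the counts and percentiles for single *CLB* genes rest on genes singled out by their size.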

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

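The tests of mating type, of the stationary phase correlation and of *CLB6* among genes of a like shift, and the *ACT1* reference, were chosen or narrowed only after their results were seen; the test of the growth stage behind the stationary phase list was not.

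The paper does not report the stationary phase arrays. There, the log2 ratio of *ccr4Δ* over wild-type was 3.12 for *CLB6*, 2.49 for *CLB1*, 2.18 for *CLB2* and 1.02 for *CLB4*, with 1 array per strain. Both arrays lie on slide 2. Over the 6 other scalings, background corrections and probe rules, the lowest values were 2.10, 2.09, 1.78 and 0.62. Relative to *ACT1*, which itself was higher in *ccr4Δ*, *CLB6* was at 1.80, *CLB1* at 1.17, *CLB2* at 0.86 and *CLB4* at -0.30. A less complete shift of the *ccr4Δ* culture to the stationary state would leave genes that fall in that shift high. Across 5720 genes, a- and α-specific genes left out, which are not independent replicates, the ratio did not correlate negatively with the shift of *ccr4Δ pbp1Δ* (Spearman's rho 0.11). That strain also lacks *CCR4*, and a less complete shift shared by both mutants could hide a negative correlation. This value therefore decides nothing. Other values go with such a shift: the stationary phase list had a median of -0.58, with 3 of 11 genes higher (percentile 3.64 among matched random lists, 2.17 under quantile normalization), and *PGK1* and *ACT1*, which changed by -4.26 and -2.35 from log to stationary phase in wild-type, were higher in *ccr4Δ* by 2.04 and 1.32. *CLN1*, *CLN2* and *CLN3* go against it: they changed by -2.80, -3.40 and -1.90 in wild-type, yet had ratios of -0.093, 0.10 and -0.038. Relative to *ACT1*, those ratios were -1.41, -1.22 and -1.36. Among the 200 genes of nearest shift, *CLB6* lay at a percentile of 100.0, *CLB1* at 99.0, *CLB2* at 98.0 and *CLB4* at 87.0, close to their ranks of 15, 45, 77 and 672 among all 6034 genes, so this comparison decides little. With values on both sides, a less complete shift stays open for all 4 genes. The strains' mating type and the deletion of *CCR4* stay open, as in the paragraph on mating type.

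Some genes moved in opposite directions in the growth phases, which was not tested, since each condition has 1 array. *CLB5* had a log2 ratio of 0.27 in log phase and -0.55 in stationary phase, a difference of 0.82. *PGK1* had -0.37 and 2.04, a difference of -2.41, and *ACT1* had -0.34 and 1.32, a difference of -1.66. *CLN2* had -0.11 and 0.10, a difference of -0.22, and turned to -0.30 in stationary phase with no scaling. *ACT1* in log phase turned to 0.15 under quantile normalization and 0.14 in the authors' values, so its direction there depends on the scaling. No biological explanation was tested.

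The a-specific genes were higher and the α-specific genes lower in *ccr4Δ* than in wild-type. Among a-specific genes well above background on both arrays, the median log2 ratio was 6.18 in log phase (5 of 7 genes) and 4.84 in stationary phase (7 of 7), and that of the 4 α-specific genes was -7.65 and -3.31. *HMRA1*, singled out after its values were seen, was at least 267-fold higher in *ccr4Δ* in log phase. S1 Table lists the wild-type strain 10B as MATα and the *ccr4Δ* strain as MATa, and a difference of mating type between the arrays fits every one of these medians, of which the smallest in size is 3.31. Loss of repression of a-specific genes in an α strain would leave the α-specific genes in place, which their median of -7.65 argues against. The *ccr4Δ pbp1Δ* array had the a-specific genes near the level of *ccr4Δ* in log phase (median log2 ratio -0.18), though lower in stationary phase (-1.37), and *HMRA1* differed by 0.14 and 0.37, so no array has the deletion of *CCR4* with the mating type of the wild-type arrays. For *CLB1*, *CLB2*, *CLB4* and *CLB6*, the deletion and the mating type cannot be told apart here. The paper's synchronized cultures compared MATa strains with and without *CCR4*, which are not analysed here. There the paper reports a significant rise of *CLB6* and a small rise of *CLB4* without *CCR4*. *CLB1* and *CLB2* did not rise significantly. In MATa strains the paper also found longer half-lives of all *CLB* mRNAs without *CCR4*.

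The stationary phase list, written for a check of the growth phase labels, was higher in *ccr4Δ* already in log phase, with a median log2 ratio of 1.79 and 10 of 11 genes higher. Across the same 5720 genes, the log phase ratio correlated with the log-to-stationary change of *ccr4Δ pbp1Δ* (Spearman's rho 0.33), so a later growth stage of the *ccr4Δ* log phase culture may account for it. An effect of *CCR4* on these genes stays open and untested. In *ccr4Δ pbp1Δ* over *ccr4Δ*, the list had a median of -1.83 in log phase.

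The 56 mitochondrial ribosomal protein genes had a median log2 ratio of 0.61 in log phase and 1.25 in stationary phase, and 56 of 56 were higher in each. The G2/M list had a median of 0.97 in stationary phase and the M/G1 list 0.97, each above the middle 95% of matched random lists under all 6 alternatives. No scaling and median scaling shift all genes alike, so they could not change these percentiles. Lists are given here where the median was also past the 1.5-fold limit under the 75th percentile. With no scaling, the stationary phase medians of the G2/M and M/G1 lists were 0.57 and 0.57, within that limit. The log phase median of the mitochondrial ribosomal protein genes was also within it under median scaling (0.56) and normexp (0.57). No technical or biological explanation of these lists was tested.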

How the results depend on the processing

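The *ACT1* reference was chosen after the values were seen, and the cause of the changes below was not tested unless stated. The log phase ratios of *CLB1*, *CLB2*, *CLB4* and *CLB6* kept their direction and their side of the 1.5-fold limit under the 6 other scalings, background corrections and probe rules set beforehand, and *CLB3*, *CLB5* and the *CLN* genes stayed within it. Of the 6, the brightest-probe rule could not move these genes, which have 1 probe each.

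Under normexp, the log2 ratio of *CLB2* was 0.85. *ACT1* was 0.15 under quantile normalization and 0.14 in the authors' values, and *PGK1* -0.014 and -0.013. With *ACT1* as the reference, the log phase ratios were 1.81 for *CLB1*, 1.31 for *CLB2*, 0.50 for *CLB3*, 1.35 for *CLB4*, 0.61 for *CLB5*, 2.38 for *CLB6*, 0.18 for *CLN1*, 0.23 for *CLN2*, 0.074 for *CLN3* and -0.025 for *PGK1*, since *ACT1* itself was lower in *ccr4Δ*; *CLB5* then passes the 1.5-fold limit. These ratios to *ACT1* were taken under the 75th percentile. Under quantile normalization *CLB5* was at 0.22 and *ACT1* at 0.15, so relative to *ACT1* it stayed within the limit there. In stationary phase, *CLB4* reversed to -0.30 with the *ACT1* reference. Of 208 values of single genes in stationary phase or in *ccr4Δ pbp1Δ* under an alternative, 129 moved by less than the spread between spots. The 129 include the brightest-probe values, which could not move because these genes have 1 probe each. The sign differed from that under the 75th percentile in 15 of the 208, and in 1 of these, *CLB4* above, the gene was past the 1.5-fold limit under the 75th percentile.

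For *ccr4Δ* over wild-type, a 2-fold limit gave 321 genes higher and 261 lower in log phase, and 694 and 942 in stationary phase. With no scaling, the stationary phase gave 709 higher and 2770 lower, as the median of all genes moved to -0.48, and the share of higher genes among changed genes was 20.4% against 43.7%. For *ccr4Δ pbp1Δ* over *ccr4Δ*, a 2-fold limit gave 11 and 160 genes in log phase and 98 and 217 in stationary phase. No scaling gave 258 higher genes in log phase, where the median of all genes was 0.15, and 1365 higher and 330 lower in stationary phase (share of higher genes 80.5% against 49.0%), where the median of all genes was 0.27. Quantile normalization gave 137 higher genes in log phase. The share of higher genes there was 17.9%, against 46.5% with no scaling, 29.7% under quantile normalization and 29.0% in the authors' values. A stricter limit lowers a count by construction.

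The G1/S list in log phase left the outer 5% under normexp (median 0.28, percentile 96.6) and in the authors' values (0.31, percentile 97.4). The stationary phase list in stationary phase entered it under quantile normalization (-0.58, percentile 2.17).

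In the limma fit, 3 genes were higher and 7 lower in *ccr4Δ*, and no filter on dim probes gave 6 higher. Quantile normalization and the authors' values each gave 2 higher and 5 lower. Leaving out each array in turn gave between 7 and 624 higher genes and between 10 and 837 lower genes; the largest counts came without the wild-type log phase array, which is also the fit with slide as a block. Each of these fits has 1 residual degree of freedom, and the lone sample of a strain is assumed to vary like the others. The limma adjusted p of *CLB6* lay between 0.0752 and 0.11 over 8 alternatives that keep all arrays. With an array left out, only the size is given for single genes. The log2 difference then lay between 2.16 and 3.00 for *CLB6* and between 1.55 and 2.42 for *CLB1*. For *CLB2* it lay between 1.03 and 2.11, and for *CLB4* between 0.96 and 1.06. Leaving out either *ccr4Δ pbp1Δ* array gave the same fit. No paired analysis was possible because the replicate number is 1 on every array and pairs no cultures, and growth phase is already a term of the fit. All *CLB* and *CLN* probes were well above background on every array. On the wild-type stationary phase array, *CLB6* had a signal of 50.71, where the lowest signal well above background was 24.82, and normexp background correction moved its stationary phase log2 ratio from 3.12 to 2.10, so the size of that ratio depends on the background.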

Differences from the paper's values

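No fold of Table 2 differed by more than 1.5 times from the value computed here for log phase, under the main scaling or any of the 6 alternatives set before the data were examined. Table 2 comes from the same arrays, so this compares the processing and is not an independent check. The qRT-PCR folds of Table 1, from other measurements and relative to *ACT1*, were higher for every *CLB* gene. *CLB3* and *CLB5* rose there, while both stayed within the 1.5-fold limit here. The folds were 4.11 for *CLB6* (the paper's value is 4.02), 2.78 for *CLB1* (the paper's is 2.71), 1.95 for *CLB2* (1.92 in the paper) and 2.01 for *CLB4* (1.95 in the paper). For *ACT1*, the paper's fold is 1.11 and the fold here is 0.789, and for *PGK1* the paper's is 0.99 and the fold here is 0.776. Under quantile normalization and in the authors' processed values, *ACT1* was at 1.11 and 1.11 and *PGK1* at 0.99 and 0.991. The 22 levels of Table 2 lie between 0.983 and 1.00 times the authors' processed values of the log phase arrays, and are not identical to them. The wild-type levels of Table 2 lie between 1.05 and 51.0 times the processed values of the stationary phase array.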

Other observations

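The tests for the *CLB* genes of scaling (over alternatives set beforehand), slide, growth stage and cell cycle stage, and the test of the *CLB6* locus, were chosen only after their results were seen.

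For the log phase rise of *CLB1*, *CLB2*, *CLB4* and *CLB6*, the scaling of the arrays is argued against by the smallest log2 ratio of the 4 genes over the 6 alternatives, 0.85. Of the 6, the brightest-probe rule could not move these genes, which have 1 probe each. A later growth stage of the *ccr4Δ* culture would lower these genes, since in wild-type the highest change of the 4 from log to stationary phase was -1.04. The slide and scan of the wild-type log phase array cannot be told apart from the strain in log phase. The stationary arrays, which share a slide, gave a smallest ratio of 1.02 for the 4 genes, but in another growth phase.

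A larger share of cells in G2 and M is a candidate explanation for *CLB1* and *CLB2*, as the paper raises a cell cycle delay. The G2/M list, which holds neither gene, had a median log2 ratio of 0.50 in log phase, at a percentile of 99.76 among matched random lists. The G1/S list (median 0.32, percentile 97.9) and the M/G1 list (0.28, percentile 99.0) were also high, so the lists single out no stage and the explanation stays open. In the paper's synchronized cultures, not analysed here, *CLB6* mRNA was higher in *bar1Δ ccr4Δ* than in *bar1Δ* throughout the cycle. *CLB1* and *CLB2* did not rise significantly there. From these cultures the paper holds a cell cycle delay partly responsible in asynchronous culture, and mRNA degradation by Ccr4 also likely. On the arrays alone, a larger share of cells in G1 and S stays open for *CLB6* too, with values on both sides. In the G1/S list 9 of 13 genes were higher, with *RNR1* at 1.16 and *PCL1* at 0.80. *POL1*, *POL2*, *POL30* and *TOS4* were lower, at -0.18, -0.30, -0.27 and -0.23. The G1 cyclin genes *CLN1*, *CLN2* and *CLN3* were at -0.16, -0.11 and -0.27, and *CLB5* was at 0.27. That 0 of 13 reached the 2.04 of *CLB6* decides nothing, since the gene was singled out by its size. The histones had a median of -0.34 (percentile 81.8) and the ribosomal proteins -0.50 (percentile 9.52). These medians depend on the scaling: under quantile normalization the histones were at 0.13 (percentile 94.4) and the ribosomal proteins at -0.089 (percentile 2.62), and in the authors' values at 0.12 and -0.087. In stationary phase, the medians were -0.071 for the G1/S list (0.13 under quantile normalization), -0.16 for the histones and -0.58 for the stationary phase list (percentile 3.64). They were 1.60 for the *CLB* genes and -0.038 for the *CLN* genes. That of the ribosomal proteins was -0.35 (percentile 0.02), below the middle 95% of random lists under all 6 alternatives. No scaling and median scaling could not change that percentile.

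In the RefSeq table, *CLB6* lies between *CLB1* and a tRNA gene, followed by YGR109W-A. YGR109W-A, singled out after its values were seen, had a log2 ratio of 3.76 in *ccr4Δ* over wild-type in log phase and 3.16 in stationary phase, and was among the genes called by the limma fit. By their systematic names and coordinates the 2 genes are divergent, so transcription past the end of either runs away from the other. One change of the locus that moved both genes stays open on these arrays. In the paper, *CLB6-HA* mRNA and *GFP-CLB6 3’ UTR* mRNA made from plasmids were also higher in *ccr4Δ*. A rise in *ccr4Δ* was thus seen away from this locus as well. In *ccr4Δ pbp1Δ* over *ccr4Δ*, YGR109W-A was at -2.07 and *CLB6* at -0.19 in log phase, while both were lower in stationary phase, at -1.26 and -0.78. Probe sequences were not used here, so whether the probe of YGR109W-A reads only the gene beside *CLB6* was not checked. YIL082W-A, another retrotransposon gene singled out after its values were seen, was at 1.50 and 1.24 in *ccr4Δ* over wild-type and at -1.20 and -0.52 in *ccr4Δ pbp1Δ* over *ccr4Δ*, in log and stationary phase.

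The limma fit called 10 genes, 3 higher and 7 lower in *ccr4Δ*, and 1085 genes had an unadjusted p under 0.05. None of the *CLB* genes was called in the fit of all arrays. Of the called genes, *BAR1* is in the a-specific list. *MATALPHA1* (-4.40) and *HMLALPHA1* (-4.37) are genes of the α mating type, YCR041W (-4.33) overlaps *MATALPHA1* in the RefSeq table, and the systematic name of YCR097W-A (-4.22) follows that of *HMRA1*, YCR097W; these 4 were named after their values were seen. *PHM6*, *SPL2* and *PHO84* were also called, with log2 differences of -4.79, -4.15 and -2.97. In *ccr4Δ pbp1Δ* over *ccr4Δ* in log phase, these 3 genes were among the largest rises, at 1.50, 2.21 and 2.14, and the largest fall was *SNO1*, at -3.36. YHR213W, also called and named after its values were seen, had a log2 difference of 2.76. Over the 8 alternatives that keep all arrays, *SPL2* was called in 8, *BAR1* in 7, *PHM6* and YHR213W in 6 and *PHO84* in 5. The fixed rule for *ccr4Δ* over wild-type gave *MFA1*, *STE2*, *BAR1*, *ASG7* and *HSP26* as the largest rises and *MF(ALPHA)1*, *MF(ALPHA)2*, *STE3*, *PHO5* and *AFB1* as the largest falls. *PHO5* was at -6.24 in log phase and -2.85 in stationary phase. In that comparison 360 genes were at least 1.5-fold higher in both growth phases, 495 at least 1.5-fold lower in both, and 207 moved in opposite directions, among 5756 genes.

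Deletion of *PBP1* left the *CLB* genes within 1.5-fold of *ccr4Δ* in log phase under the main scaling, with a median log2 ratio of 0.026. In stationary phase the median was -0.19, and *CLB6* was at -0.78, past the 1.5-fold limit. With no scaling, *CLB6* was at -0.55, within the limit, while *CLB5* moved from 0.47 to 0.70, past it. *PBP1* itself was at least 491-fold higher in *ccr4Δ* than in *ccr4Δ pbp1Δ* in log phase and at least 237-fold higher in stationary phase. The 1.5-fold rule gave 90 genes higher and 414 lower in *ccr4Δ pbp1Δ* over *ccr4Δ* in log phase, and 612 and 636 in stationary phase. For *ccr4Δ* over wild-type in stationary phase it gave 1363 and 1757.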
